# Histone H3.3 deposition in seed is essential for the post-embryonic developmental competence in *Arabidopsis*

**DOI:** 10.1038/s41467-022-35509-6

**Published:** 2022-12-13

**Authors:** Ting Zhao, Jingyun Lu, Huairen Zhang, Mande Xue, Jie Pan, Lijun Ma, Frédéric Berger, Danhua Jiang

**Keywords:** Cell fate, Epigenetics, Seed development, Histone variants

## Abstract

The acquisition of germination and post-embryonic developmental ability during seed maturation is vital for seed vigor, an important trait for plant propagation and crop production. How seed vigor is established in seeds is still poorly understood. Here, we report the crucial function of *Arabidopsis* histone variant H3.3 in endowing seeds with post-embryonic developmental potentials. H3.3 is not essential for seed formation, but loss of H3.3 results in severely impaired germination and post-embryonic development. H3.3 exhibits a seed-specific 5′ gene end distribution and facilitates chromatin opening at regulatory regions in seeds. During germination, H3.3 is essential for proper gene transcriptional regulation. Moreover, H3.3 is constantly loaded at the 3′ gene end, correlating with gene body DNA methylation and the restriction of chromatin accessibility and cryptic transcription at this region. Our results suggest a fundamental role of H3.3 in initiating chromatin accessibility at regulatory regions in seed and licensing the embryonic to post-embryonic transition.

## Abstract (web summary)

Producing vigorous seeds that can germinate and establish seedlings is vital for plant propagation. Here, the authors report the critical function of histone variant H3.3 in establishing chromatin accessibility and seed vigour in Arabidopsis.

## Introduction

The formation of seeds is one of the most important innovations that contribute to the success of flowering plants. By seed formation, the embryo is protected in a desiccated and quiescent state, and, meanwhile, ready to swiftly initiate germination and post-embryonic development when optimal growth condition arises^1^. Producing highly vigorous seeds is thus key for plant reproduction and agriculture. Embryo obtains its germination capacity during the late seed maturation stage^2^. However, the underlying mechanisms establishing germination and post-embryonic developmental competence in seeds remain poorly understood.

The eukaryotic genome is tightly packed in the form of chromatin, which consists of DNA and histone-formed nucleosomes as basic subunits. Chromatin compaction restricts the access of transcription factors to *cis*-regulatory elements such as promoters and enhancers, and thus affecting gene transcription^3,4^. During cellular differentiation and developmental transitions, epigenetic reprogramming induces chromatin structure changes, thereby modifying the accessibility of regulatory elements to transcription machinery^5,6^. The establishment of chromatin accessibility is thus a pioneer event in developmental transition and lineage-specific transcriptional regulation. Several mechanisms have been identified to control chromatin structure dynamics, including ATP-dependent chromatin remodeling, post-translational modifications on histones, and the exchange of histone variants^7,8^. Besides their sequence divergence, histone variants often possess different expression patterns and in some cases unique modifications^9–11^. The deposition of histones variants can modify nucleosome stability, which differentiates chromatin into specialized property and cellular function^4,12^.

In animals, the histone H3 variant H3.3 differs from the replicative H3.1/H3.2 with only 4–5 amino acids^13^. Unlike H3.1, which is DNA replication-dependently expressed and incorporated into the chromatin, H3.3 is expressed and incorporated in a DNA replication-independent manner^14–18^. H3.3 is associated with transcribed regions and gene regulatory elements^19,20^. In *Xenopus*, H3.3 is essential for gastrulation, and it is proposed that H3.3 creates a permissive chromatin state critical for embryo development^21,22^. Knockout one of the two H3.3-coding genes in mouse causes reduced viability and infertility^23–25^, and complete deletion of H3.3 results in early embryonic lethality^26^. H3.3 is required to maintain a decondensed chromatin state and active histone modifications in mouse embryo^27^. Nevertheless, loss of H3.3 seems to have a limited impact on gene transcription, rather it causes abnormal chromosome segregation and impaired genome integrity^26,27^.

Although evolved independently in separate kingdoms, H3.1 and H3.3 in higher plants acquired comparable features as their counterparts in animals through convergent evolution^28–30^. For instance, in *Arabidopsis* H3.3 differs from H3.1 with four amino acids^31^, and H3.3 and H3.1 are DNA replication-independently and dependently expressed respectively^32^. Moreover, *Arabidopsis* H3.3 is mostly enriched at the body of transcribed genes^32,33^. Three genes *HTR4*, *HTR5* and *HTR8* in *Arabidopsis* encode H3.3. Knockdown of *Arabidopsis* H3.3 (*h3.3kd*) results in mild developmental defects, including leaf serration, early flowering and slightly reduced fertility^34,35^. H3.3 promotes permissive histone modifications at the floral repressor *FLOWERING LOCUS C* (*FLC*), leading to its activation to repress flowering^35^. Compared with the broad distribution of H3.3 on transcribed genes, only hundreds of genes are misexpressed in *h3.3kd*, indicating that H3.3 may not regulate transcription directly^32^. Hence, the role of H3.3 in plants remains to be investigated.

Here, we report the critical function of *Arabidopsis* H3.3 in the establishment of chromatin accessibility and endowing seeds with post-embryonic developmental competence. Complete deletion of H3.3 shows no obvious impact on embryogenesis, but results in severe defects in germination and vegetative growth. H3.3 is enriched around both 5′ and 3′ gene ends in mature seeds. The 5′ enrichment of H3.3 is seed-specific, and it facilitates chromatin opening, particularly at the regulatory regions of responsive and post-embryonic developmental genes, and H3.3 is essential for their transcriptional regulation during germination. On the other hand, 3′ localization of H3.3 represents a canonical H3.3 deposition pattern that correlates with gene body DNA methylation and the restriction of chromatin accessibility and cryptic transcription. Our results support a fundamental role of H3.3 in the establishment of chromatin accessibility and gene transcriptional regulation important for post-embryonic development.

## Results

### H3.3 is necessary for plant post-embryonic development

In a previous study, we created a complete H3.3 knockout mutant by combining a CRISPR-Cas9 generated *htr4;htr5* double mutant with an *htr8* mutant carrying a T-DNA insertion at *HTR8*. At that point, we did not obtain triple homozygous plants when screening the *htr4/htr4;htr5/htr5;htr8/+* (*h3.3ko*/*+*) progenies, and thus we speculated that the *h3.3ko* mutant was embryonic lethal^34^. To analyze *h3.3ko* mutant phenotypes in detail, we examined the embryo development on *h3.3ko*/*+* plants. Surprisingly, all seeds developed without abortion (Supplementary Fig. 1a). Around 7.5% to 11.5% of seeds collected from *h3.3ko*/*+* plants could not germinate after 7 days of imbibition, and thus these were likely *h3.3ko* (Fig. 1a) (Supplementary Fig. 1b). This ratio is lower than 25% because knockout of H3.3 partially impairs male gametogenesis, and when crossing *h3.3ko*/*+* with the wild-type (WT) Columbia (Col) mother, the transmission of *h3.3ko* was reduced to around 16% instead of the expected 50%^34^. These ungerminated seeds were then subjected to prolonged imbibition (up to two months), a portion of these seeds eventually germinated and produced small seedlings, and genotyping analysis confirmed that these seedlings were *h3.3ko* (Fig. 1b, c). Most of the *h3.3ko* seedlings stopped development immediately after germination without expanding cotyledons, and only a few of them could produce two true leaves (Fig. 1c, d). In rare cases, *h3.3ko* plants developed until the bolting stage and produced an inflorescence-like structure (Fig. 1c and Supplementary Fig. 1c). However, these plants ceased growth afterward and no silique was generated.

**Fig. 1:**
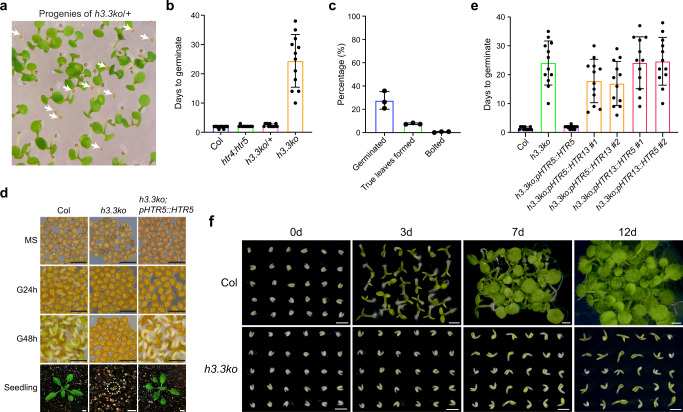
H3.3 is required for post-embryonic development. **a** The germination phenotype of *h3.3ko/+* (*htr4/htr4;htr5/htr5;htr8/+*) progenies. Arrows indicate *h3.3ko* seeds that are strongly delayed in germination. **b** Days to germinate of Col, *htr4/htr4;htr5/htr5*, *h3.3ko/+* (*htr4/htr4;htr5/htr5;htr8/+*) and *h3.3ko* (*htr4/htr4;htr5/htr5;htr8/htr8*) seeds. Seeds collected from *h3.3ko/+* plants were sown on 1/2 MS, their genotypes were determined with seedlings formed after germination, and the first 12 germinated seeds were scored for each genotype. Values are means ± SD. (*n* = 12 biologically independent seeds). Radicle protrusion was considered as the completion of seed germination. **c** Percentages of *h3.3ko* seeds that germinated (within two months), produced true leaves and bolted. Values are means ± SD of three biological replicates. At least 110 seeds were used for each replicate. **d** The germination and growth phenotypes of Col, *h3.3ko* (segregated from *h3.3ko;pHTR5::HTR5/-*) and *h3.3ko;pHTR5::HTR5*. Scale bars = 1 mm (for seeds) or 1 cm (for seedlings). MS: mature seeds, G24h: subjected to germination for 24 h, G48h: subjected to germination for 48 h. **e** Days to germinate of Col, *h3.3ko* (segregated from *h3.3ko;pHTR5::HTR5/-*) and transgenic seeds expressing *HTR5* or *HTR13*. The first 12 germinated seeds were scored. More than 110 seeds were sown on 1/2 MS. Values are means ± SD. (*n* = 12 biologically independent seeds). Radicle protrusion was considered as the completion of seed germination. For *h3.3ko;pHTR5::HTR13* and *h3.3ko;pHTR13::HTR5*, the results from two independent transgenic lines are presented. **f** The germination and growth phenotypes of isolated Col and *h3.3ko* embryos. Scale bars = 1 mm. d: days.

In order to efficiently obtain the *h3.3ko* mutant seeds, we transformed a construct carrying a WT *pHTR5::HTR5* and a mature seed stage-specific mCherry fluorescence selection marker into *h3.3ko*/*+*^36^. The WT *HTR5* successfully rescued the *h3.3ko* phenotypes (Fig. 1d, e). *Arabidopsis* H3.3 differs from H3.1 with only four amino acids. To examine whether the *h3.3ko* phenotypes were specifically caused by the loss of H3.3 or merely due to the reduced H3 supply, we attempted the *h3.3ko* complementation by expressing *HTR13* (an H3.1-coding gene) under the *HTR5* promoter (Supplementary Fig. 1d). Expressing *HTR13* only slightly accelerated the germination of *h3.3ko* (Fig. 1e), suggesting that the *h3.3ko* defects were largely H3.3 specific. We then expressed *HTR5* using the *HTR13* promoter, which was successfully employed in driving *HTR13* expression to complement the *h3.1kd* phenotypes^37^. Nevertheless, expressing *HTR5* under the *HTR13* promoter also failed to rescue the *h3.3ko* germination defects (Fig. 1e, Supplementary Figs. 1d and S1e). Together, we conclude that both the H3.3 protein sequences and its expression pattern are required for its function in seed germination.

We collected seeds from heterozygous *pHTR5::HTR5* transgenic plants in the *h3.3ko* background, from which the *h3.3ko* seeds could be identified by selecting mature seeds without the mCherry signal (Supplementary Fig. 1f). The *h3.3ko* seeds selected in this way behaved the same as those segregated from *h3.3ko*/*+* (Fig. 1a, b, d and e), and hence were used in all subsequent studies.

All germination tests were performed with seeds stored for three months after harvesting (after-ripened). Moreover, seeds were stratified for two days during germination, further excluding the possibility that the *h3.3ko* germination defects were due to its strong dormancy. Endosperm and testa (seed coat) are critical tissues in dormancy maintenance, and they also impose a physical constraint on the radicle protrusion^38,39^. To examine which tissues are responsible for the *h3.3ko* germination defects, we isolated *h3.3ko* embryos by removing endosperm and testa. The isolated *h3.3ko* embryos showed much slower growth compared with WT (Fig. 1f), indicating strong defects in *h3.3ko* embryos.

### *h3.3ko* shows strong defects in transcriptome

To search for a mechanism to explain the strongly impaired germination in *h3.3ko*, we profiled transcriptomes of WT and *h3.3ko* using RNA-seq. Seeds stored for three months after harvesting (hereinafter referred to as mature seeds) were subjected to imbibition and RNA was extracted from seeds collected at various time points (Fig. 2a). Principle component analysis (PCA) showed that compared with WT, the overall transcriptome changes in *h3.3ko* were less dynamic during imbibition (Fig. 2b). We combined all transcript level significantly decreased and increased genes in *h3.3ko* (fold change >2 and *P* adjust <0.05) identified from each time point during imbibition and performed gene ontology (GO) analysis, and found that responsive genes were especially enriched (Fig. 2c) (Supplementary Data 1), suggesting compromised imbibition response in *h3.3ko* compared with WT. GA and ABA are two major hormones that antagonistically regulate germination, during which GA biosynthesis and ABA catabolic genes need to be activated^40,41^. However, the activation of key GA synthetic and ABA catabolic genes such as *GA3OX1*, *GA3OX2*, *GA20OX1*, *GA20OX2,* and *CYP707A2* was strongly abolished in *h3.3ko* (Fig. 2d and Supplementary Fig. 2a), in line with its impaired germination. Intriguingly, the variation between *h3.3ko* and Col transcriptomes was already notable at the mature seed stage and nearly 5000 genes were significantly misexpressed in mature *h3.3ko* seeds (Fig. 2b, e). Therefore, H3.3 is already required for the establishment of proper transcriptome in mature seeds.

**Fig. 2:**
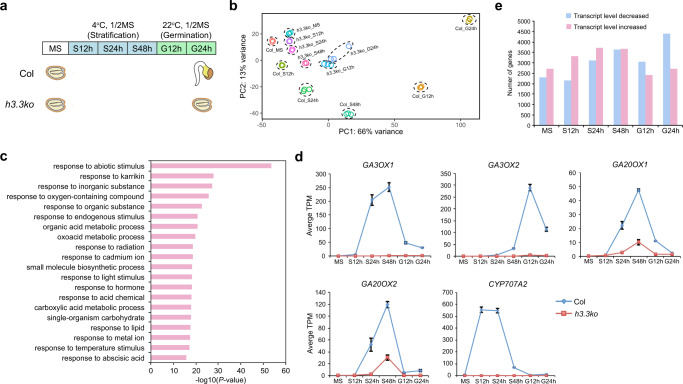
Transcriptome changes in *h3.3ko*. **a** The germination time course in this study. MS: mature seeds, S12h/S24h/S48h: stratified for 12/24/48 h, G12h/G24h: subjected to germination for 12/24 h. At G24h, the germination of Col but not *h3.3ko* has been completed. **b** PCA plot of Col and *h3.3ko* seeds imbibed for different times showing their transcriptome differences determined by RNA-seq. PC1 covers the highest amount of variance between samples; PC2 covers most of the remaining variance. Three biological replicates were performed for each line at each time point. **c** GO analysis of a combined set of all significantly misexpressed genes in *h3.3ko* identified from each imbibition time point. Top 20 representative terms are listed and ranked by *P* value, which was calculated with hypergeometric test. **d** Transcript levels of *GA3OX1*, *GA3OX2*, *GA20OX1*, *GA20OX2* and *CYP707A2* during imbibition determined by RNA-seq (TPM) in Col and *h3.3ko*. Values are means ± SD of three biological replicates. **e** Number of transcript levels significantly decreased and increased genes in *h3.3ko* compared with Col at different imbibition time points.

### A distinctive pattern of H3.3 enrichment over genes in mature seeds

To test whether the impaired germination of *h3.3ko* is due to defects in its mature seeds or is caused by the lack of H3.3 during imbibition, we introduced into *h3.3ko*/+ an *HTR5* expression construct based on an estradiol inducible system (*pER8::HTR5)*, which induces a strong uniform gene expression pattern similar to that of *HTR5*^32,42,43^. Seeds collected from *h3.3ko*/+;*pER8::HTR5* were subjected to imbibition with or without estrogen, and *HTR5* transcription was successfully induced by estrogen (Fig. 3a). Interestingly, the induction of *HTR5* expression during imbibition showed no impact on the germination of *h3.3ko* (Fig. 3b, c). The transcript levels of genes involved in H3.3 deposition were comparable in WT and *h3.3ko*, indicating that the H3.3 deposition pathway is generally intact in *h3.3ko* (Supplementary Fig. 2b). Therefore, it appears that loss of H3.3 already caused strong defects in mature seeds that affect germination, and a supply of H3.3 to *h3.3ko* during imbibition is not sufficient to complement the defects caused by the loss of H3.3 in seeds.

**Fig. 3:**
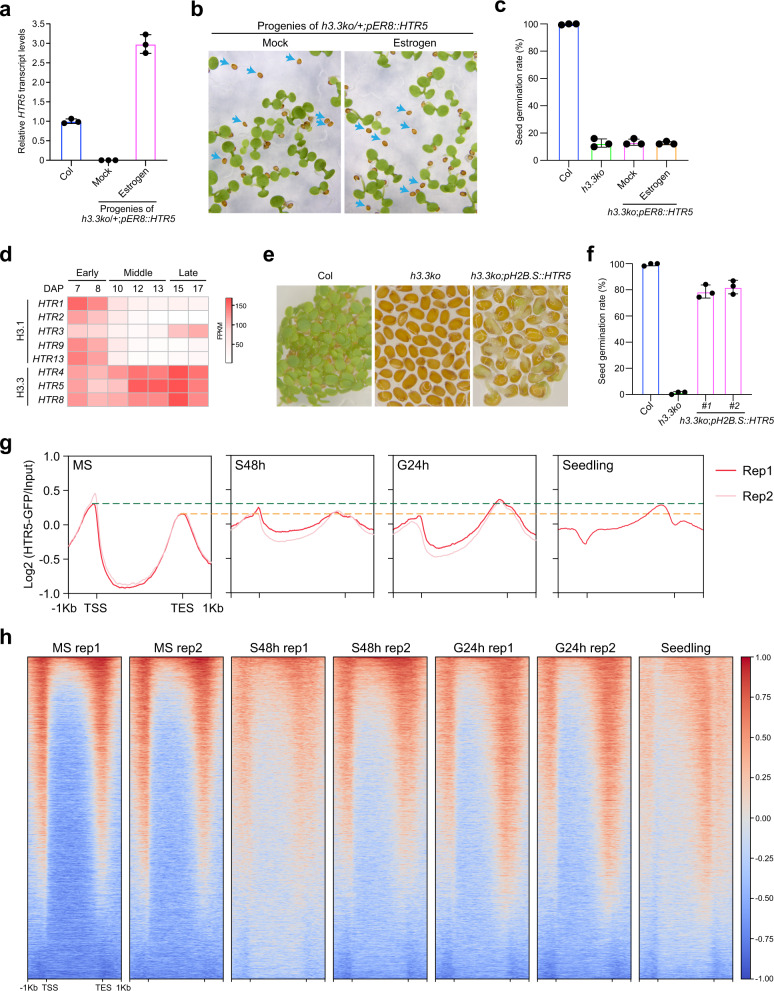
H3.3 in seeds is essential for germination. **a** The induction of *HTR5* by estrogen during imbibition. Seeds were imbibed with or without estrogen for 48 h. Values are means ± SD of three biological replicates. *PP2A* was used as an endogenous control for normalization. **b** The germination phenotype of *h3.3ko/+;pER8::HTR5* progenies treated with or without estrogen during imbibition. Arrows indicate *h3.3ko;pER8::HTR5* seeds that are strongly delayed in germination. **c** Percentages of *h3.3ko;pER8::HTR5* seeds that germinated within 2 month of imbibition with or without estrogen. Values are means ± SD of three biological replicates. 50 seeds were assessed for each replicate. **d** Heatmap showing the transcript levels of H3.1 and H3.3-coding genes in dissected embryos at different (early/middle/late) developmental stages. DAP: day after pollination. The expression data were extracted from the published RNA-seq datasets^45^. **e** The germination phenotypes of Col, *h3.3ko,* and *h3.3ko;pH2B.S::HTR5* after subjected to germination for 84 h. **f** Percentages of *h3.3ko;pH2B.S::HTR5* seeds that germinated within 10 days of imbibition. Values are means ± SD of three biological replicates. At least 38 seeds were assessed for each replicate. **g** Metaplot of HTR5-GFP ChIP-seq signals over all genes in mature seeds, during imbibition, and in the 10-day-old seedling. TSS: transcription start sites, TES: transcription end sites. **h** Heatmap of HTR5-GFP ChIP-seq signals over all genes in mature seeds, during imbibition, and in the 10-day-old seedling.

The above results prompted us to examine if there were any morphological defects in *h3.3ko* seeds. The seed size and seed weight of mature *h3.3ko* seeds were comparable to that of WT (Supplementary Fig. 3a–c). In addition, mature embryos isolated from WT and *h3.3ko* seeds were morphologically similar (Fig. 1f and Supplementary Fig. 3d). Seed storage proteins (SSPs) are synthesized during the late stages of seed development and are the major nutritional sources for subsequent germination and early seedling development^44^. The abundance of SSPs was examined with mature seeds, and the major SSPs including 12S globulins and 2S albumins were normally accumulated in *h3.3ko* (Supplementary Fig. 3e), suggesting that H3.3 is not required for their synthesis. Hence, loss of H3.3 did not affect embryo morphology and the accumulation of SSPs.

In WT, the transcript levels of H3.3-coding genes markedly increased towards the end of embryo development, contrasting with the decreased expression of H3.1-coding genes (Fig. 3d, Supplementary Fig. 1d, e)^45^. Since H3.3 is not required for seed formation (Supplementary Figs. 1a and 3), we reasoned that H3.3 could become critical at the late seed maturation stage soon before seeds turn fully mature to prepare them for germination. To test this possibility, we expressed H3.3 in *h3.3ko* with the promoter of *at2S3* (a seed storage protein gene) or *H2B.S* (a seed-specific H2B variant gene), both of which are expressed specifically at the late stages of seed development^44,46^. Expressing *HTR5* under either promoter increased the germination rate of *h3.3ko*, with the *H2B.S* promoter showing stronger capability (Fig. 3e, f and Supplementary Fig. 4a). However, in both cases, most of the seedlings ceased development after germination, similar to the *h3.3ko* seedlings. This is probably because the seedling development also requires H3.3 expressed during and after germination. Nevertheless, these results further support the notion that H3.3 expressed during seed maturation is necessary for seed germination.

Ideally, a comparison of WT and *h3.3ko* at the molecular level (e.g. RNA-seq) during seed maturation would help the identification of the earliest stage when *h3.3ko* starts to show defects. However, the *h3.3ko* seeds were morphologically identical to WT (Supplementary Figs. 1a and 3), making them impracticable to isolate until they were fully mature (Supplementary Fig. 1f). To this end, we focused on the mature seed stage, and profiled the genome-wide accumulation of H3.3 with an HTR5-GFP reporter line using ChIP-seq^32^. H3.3 was localized at euchromatin regions and depleted over transposable elements (TEs) in mature seeds (Supplementary Fig. 4b, c), a pattern similar to that in vegetative tissues^32,33,35^. Metagene analyses showed enrichment of H3.3 at both 5′ gene ends/promoters and 3′ gene ends (Fig. 3g, h and Supplementary Fig. 4d, e). Notably, the strong accumulation of H3.3 around the 5′ gene ends was not detected previously in vegetative tissues^32,33,35^. We thus further analyzed H3.3 enrichment during imbibition and in 10-day-old seedlings and observed a change in H3.3 enrichment patterns. In particular, H3.3 accumulation was gradually reduced at the 5′ gene end but increased at the gene body and the 3′ gene end (Fig. 3g, h and Supplementary Fig. 4d, e). These results suggest that H3.3 supplied during imbibition could be predominantly deposited to the gene body and the 3′ gene end but not the 5′ gene end, and probably explain why induction of *HTR5* expression during imbibition was not sufficient to rescue the germination defects of *h3.3ko* (Fig. 3a–c). Together, we conclude that H3.3 enrichment around the 5′ gene end is specific to seeds, suggesting its importance at this stage of development.

### H3.3 regulates chromatin accessibility in mature seeds

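ATAC-seq uses the transposase Tn5, which cuts DNA and inserts sequencing adapters mainly where the DNA is not covered by nucleosomes, so that read density along the genome reflects chromatin accessibility. Nuclei were sorted from mature seeds of Col, the WT accession, and of *h3.3ko*, the mutant that lacks H3.3, with 2 biological replicates per genotype; the seeds had been stored for 3 months. The data used here are the authors' lists of regions whose accessibility differed significantly between *h3.3ko* and Col mature seeds. There is one list for regions with lower accessibility in *h3.3ko* and one for regions with higher accessibility. Each region has a position in TAIR10 coordinates and one log2 fold change of *h3.3ko* over Col, computed by the authors from both genotypes. The lists hold no value per replicate, so the depth of each library is unknown from them and no spread between replicates can be given. According to the paper's methods, reads were trimmed with fastp and mapped with Bowtie2, reads from organelles and duplicates were removed, and peaks were called with MACS2 in each replicate and kept when found in both. Peaks of both genotypes were merged, scored with deepTools, and listed when they differed by more than 2-fold with an adjusted *P* value below 0.05. The paper's text does not name the test behind this *P* value, nor a shift of the reads for the offset between the Tn5 cuts. If no shift was applied, peak positions carry an uncertainty of a few bases. This is small beside the median widths of 497 bp for decreased and 750 bp for increased regions, but not beside the narrowest decreased region, of 11 bp. The ATAC-seq libraries of imbibed seeds and of seedlings were not analysed here. Regions were annotated with the TAIR10.1 reference, which holds 27444 protein-coding genes on its 5 nuclear chromosomes. As a check of the coordinates, all regions were shifted along the chromosomes. The share of decreased regions with their midpoint within 500 bp of a TSS was highest without a shift, and it fell to 49.4% and 48.8% when the regions were moved by 500 bp to the left or the right. Because a region is the unit of every test below, p-values describe differences between the lists and not variation between seed batches or libraries.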

The enrichment of H3.3 at the 5′ gene ends coincides with the localization of chromatin accessible regions around the gene transcription start sites^47,48^, we thus examined chromatin accessibility changes in *h3.3ko* mature seeds by Assay for Transposase Accessible Chromatin sequencing (ATAC-seq). Overall, accessible regions were mainly enriched at euchromatin in both WT and *h3.3ko* (Fig. 4a). Chromatin accessibility over TEs was not changed in *h3.3ko* (Supplementary Fig. 5a), in line with the low H3.3 abundance at TEs. At genes, the majority of the open chromatin regions localized at 5′ gene ends/promoters in mature WT seeds (Fig. 4b–d and Supplementary Fig. 5b, c), similar to findings in vegetative tissues^47,48^. However, compared with WT, the chromatin accessibility was overall lower around the 5′ gene ends in *h3.3ko* and higher towards the 3′ ends (Fig. 4b–e and Supplementary Fig. 5b, c). Hence, loss of H3.3 results in a global change of chromatin accessibility at genes in mature seeds.

**Fig. 4:**
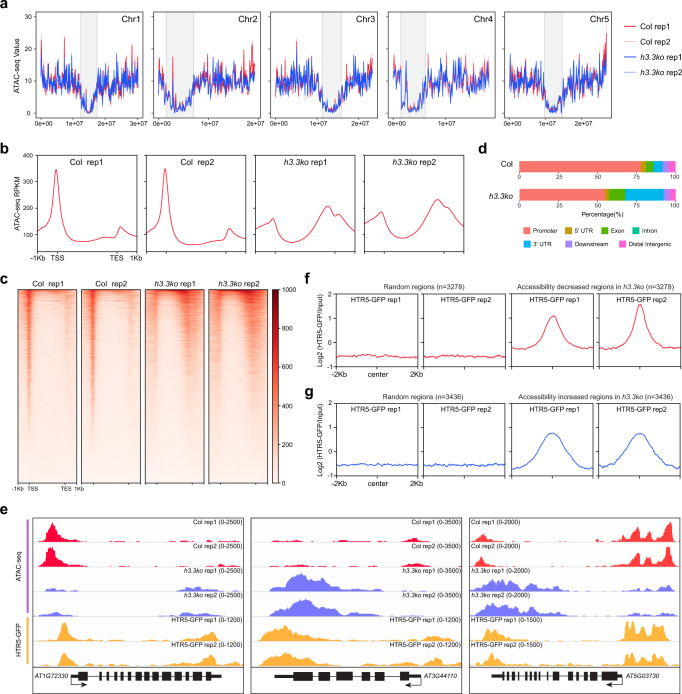
Chromatin accessibility changes in mature *h3.3ko* seeds. **a** ATAC-seq signals in Col and *h3.3ko* mature seeds over *Arabidopsis* chromosomes. Signals were calculated in 100 kb bins. Pericentromeric heterochromatin regions are indicated with gray shading. **b** Metaplot of ATAC-seq signals in Col and *h3.3ko* mature seeds over all genes. **c** Heatmap of ATAC-seq signals in Col and *h3.3ko* mature seeds over all genes. **d** Genomic distribution of accessible regions in Col and *h3.3ko* mature seeds. **e** Genome browser view of ATAC-seq and HTR5-GFP ChIP-seq signals in Col and *h3.3ko* mature seeds over a few representative loci. *AT1G72330*: a gene mainly lost accessibility at the 5′ end/promoter region in *h3.3ko*, *AT3G44110*: a gene mainly gained accessibility around the 3′ end/genic region in *h3.3ko*, *AT5G03730*: a gene with both accessibility increased and decreased regions in *h3.3ko*. **f**, **g** Metaplot of HTR5-GFP ChIP-seq signals in mature seeds over accessibility significantly decreased (**f**) and increased (**g**) regions in mature *h3.3ko* seeds compared with Col. HTR5-GFP ChIP-seq signals over randomly selected regions are served as control.

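The significantly changed regions at these loci are given here in TAIR10 coordinates with the authors' log2 fold change from the authors' deposited table, and genes in TAIR10.1 coordinates. *AT1G72330* (*ALAAT2*) lies on chromosome 1 from 27233418 to 27236822 on the plus strand. A single decreased region, from 27232952 to 27233518, covered its TSS, with a log2 fold change of -2.34 in the authors' deposited table. Of its 567 bp, 101 bp lay in untranslated exons of *ALAAT2* and 466 bp upstream of the gene, and the region also reached the 5′ end of the divergent gene *AT1G72320* (*PUM23*). The reference sequence at its centre, from 27233205 to 27233264, is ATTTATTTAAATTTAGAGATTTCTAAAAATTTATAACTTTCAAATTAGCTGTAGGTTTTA. *AT3G44110* (*J3*), on chromosome 3 from 15868631 to 15871256 on the minus strand, had one increased region, from 15868803 to 15869876, with a log2 fold change of 3.03 in the authors' deposited table. All of its 1074 bp lay inside the gene, 312 bp in untranslated exons, 571 bp in coding sequence and 191 bp in introns, beginning 172 bp from the TES, and its midpoint was 1916 bp from the TSS. The sequence at its centre, from 15869310 to 15869369 on the plus strand, is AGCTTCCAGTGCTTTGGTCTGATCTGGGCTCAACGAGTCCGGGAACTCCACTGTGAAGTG. *AT5G03730* (*CTR1*), on chromosome 5 from 974360 to 979849 on the minus strand, had regions of both kinds. Its decreased region, from 980233 to 981871, started 384 bp upstream of the TSS and reached into the 5′ end of the divergent gene *AT5G03740* (*HD2C*), with a log2 fold change of -2.17 in the authors' deposited table. Its increased regions lay at the other end of the gene. In the authors' deposited table, the one that covered the TES, from 974067 to 975583, had a log2 fold change of 1.77 and also covered the TSS of the neighbouring gene *AT5G03720* (*HSFA3*), and the one inside the gene, from 975917 to 976304, had a log2 fold change of 4.57. Among the 3436 increased regions ranked by fold change, these were number 3155 and number 99.

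**Figure D1:**
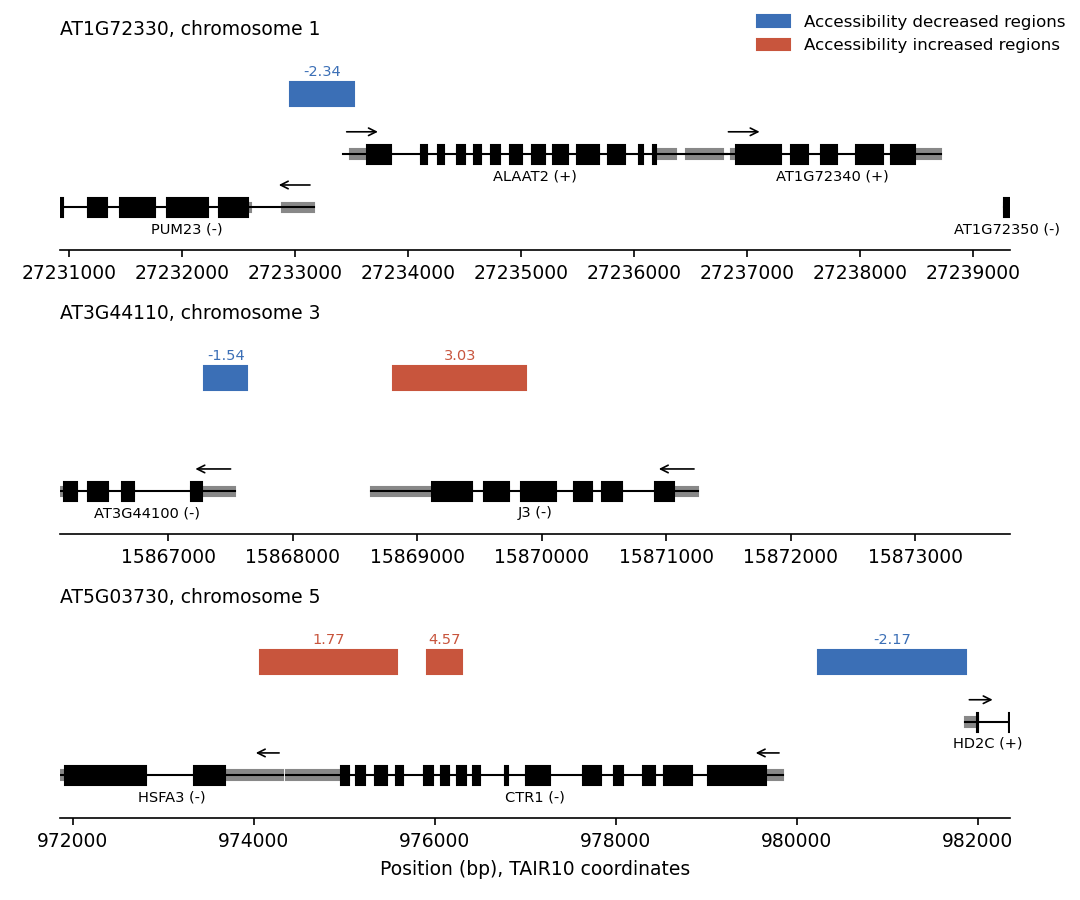
Maps of the loci of *AT1G72330*, *AT3G44110* and *AT5G03730*. The horizontal axis is the position on the chromosome in bp; black boxes are coding exons of one transcript per gene, grey boxes its untranslated exons, arrows mark the TSS, and the number over each region is the authors' log2 fold change. The decreased regions (blue) lie at or upstream of a TSS and the increased regions (red) lie in the 3′ parts of *J3* and *CTR1*; the blue region left of *J3* (-1.54) covers the 5′ end of *AT3G44100*.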

We further identified regions that had significantly altered chromatin accessibility in *h3.3ko* (fold change >2 and *P* adjust <0.05). 3278 and 3436 regions significantly lost or gained accessibility respectively (Supplementary Fig. 6a, b) (Supplementary Data 2). 

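The lists held 3278 decreased and 3436 increased regions. None of the decreased regions overlapped an increased one, which follows from the authors' use of a single merged peak set. Decreased regions were narrower, with a median width of 497 bp (interquartile range 362 to 680 bp) against 750 bp (490 to 1113 bp) for increased regions, and they covered 1843 kb against 2914 kb in total. Both kinds were spread over all chromosomes, with 26.0 to 30.4 decreased and 26.1 to 31.1 increased regions per Mb. The median GC content was 36.2% in decreased and 39.2% in increased regions. The median log2 fold change in the authors' deposited table was -1.89 for decreased regions (interquartile range -2.27 to -1.54) and 2.97 for increased regions (2.39 to 3.54). In the authors' deposited table, 42.0% of decreased regions and 87.0% of increased regions had changed by more than 4-fold. With that threshold in place of 2-fold, which was chosen after seeing the data, 1378 decreased and 2988 increased regions remained. The strongest loss was on chromosome 1 from 5460264 to 5460573, with its midpoint 58 bp upstream of the TSS of *AT1G15885*. Next in the authors' deposited table came regions over the TSSs of *AT4G32910*, on chromosome 4 from 15881013 to 15881428 (-4.09), and of *AT1G61380* (*SD1-29*), on chromosome 1 from 22649691 to 22650130 (-4.04). The strongest gain was on chromosome 2 from 17812528 to 17812842, inside *AT2G42810* (*PP5.2*) at 750 bp from its TES. It was followed in the authors' deposited table by regions on chromosome 5 from 22393988 to 22394329 (6.83), over the TES of *AT5G55190* (*RAN3*), and on chromosome 4 from 293907 to 293958 (6.12), inside *AT4G00720* (*SK32*) at 345 bp from its TES.

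**Figure D2:**
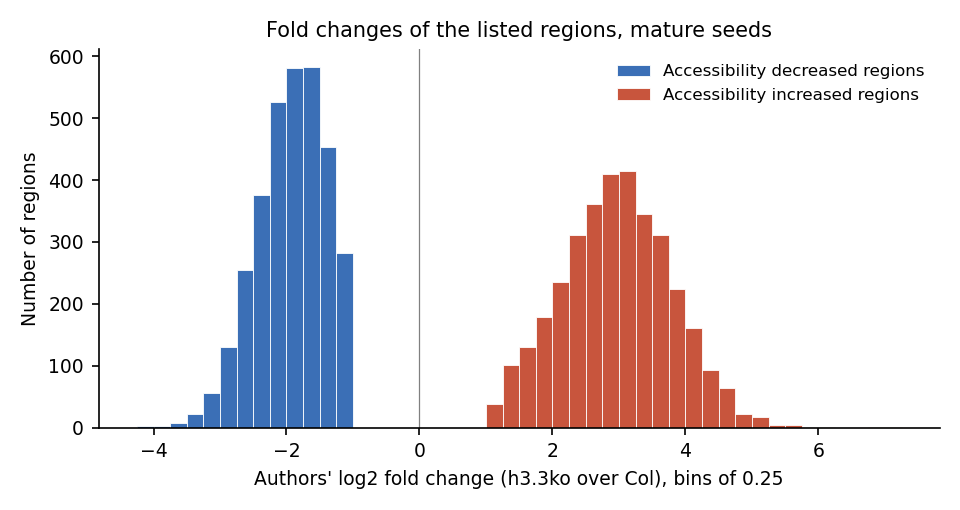
Number of regions by the authors' log2 fold change of *h3.3ko* over Col in mature seeds, in bins of equal width; blue bars are decreased and red bars increased regions. No region lies around 0 because of the authors' 2-fold threshold, and the bulk of the increased regions sits farther from 0 than the bulk of the decreased regions (medians 2.97 and -1.89).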

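The paper concludes that the mutant's accessibility changes globally at genes in mature seeds, from metaplots, heatmaps, the distribution of accessible regions and example loci. The authors then called single regions and reported their locations, which are counted here for comparison with those profiles. Each region with significantly altered accessibility in *h3.3ko* was given one annotation class, in the order of ChIPseeker's defaults (promoter, 5′ UTR, 3′ UTR, exon, intron, downstream, intergenic), with promoters reaching 2 kb upstream of a TSS and downstream regions 1 kb past a TES. Among decreased regions, 2891 of 3278 were promoter regions (88.2%, 95% Wilson interval 87.0 to 89.3%). The same regions placed at random on their chromosomes 1000 times gave 52.3% on average and 55.2% at most. This placement covers whole chromosomes, whereas a decreased region must be open in Col. The paper places most open regions of Col seeds at promoters and 5′ gene ends. An excess over random placement therefore does not by itself set decreased regions apart from other Col peaks. Among increased regions, 1801 of 3436 were in the promoter class (52.4%, 50.7 to 54.1%), below the lowest of the random placements (53.0%). The odds of lying in a promoter were 6.78 times higher for decreased than for increased regions (95% confidence interval 5.98 to 7.69, two-sided Fisher's exact test, p = 9.72e-237, Benjamini-Hochberg adjusted p = 4.13e-236 over 17 tests), and the odds ratio lay between 6.26 and 7.37 on each of the 5 chromosomes. Genic classes (UTRs, exons and introns) held 44.8% of increased and 6.44% of decreased regions, where random placement gave 25.6% and 27.8% (odds ratio 0.0849 for decreased against increased regions, two-sided Fisher's exact test, p = 2.05e-308, adjusted p = 1.75e-307). The 3′ UTR and downstream classes together held 34.6% of increased regions, against 9.59% at random, and 4.03% of decreased regions, against 9.26% at random (odds ratio 0.0792, two-sided Fisher's exact test, p = 1.79e-245, adjusted p = 1.02e-244). The order of the classes moved the promoter shares most. With gene body classes before promoter, 67.1% of increased regions were 3′ UTR, 19.8% exon and 3.75% promoter regions. Of decreased regions, 60.7% were then 5′ UTR and 19.4% promoter regions. Genic classes then held 93.4% of increased and 75.2% of decreased regions, with an odds ratio of 0.214 in place of 0.0849. Every odds ratio kept its direction.

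**Figure D3:**
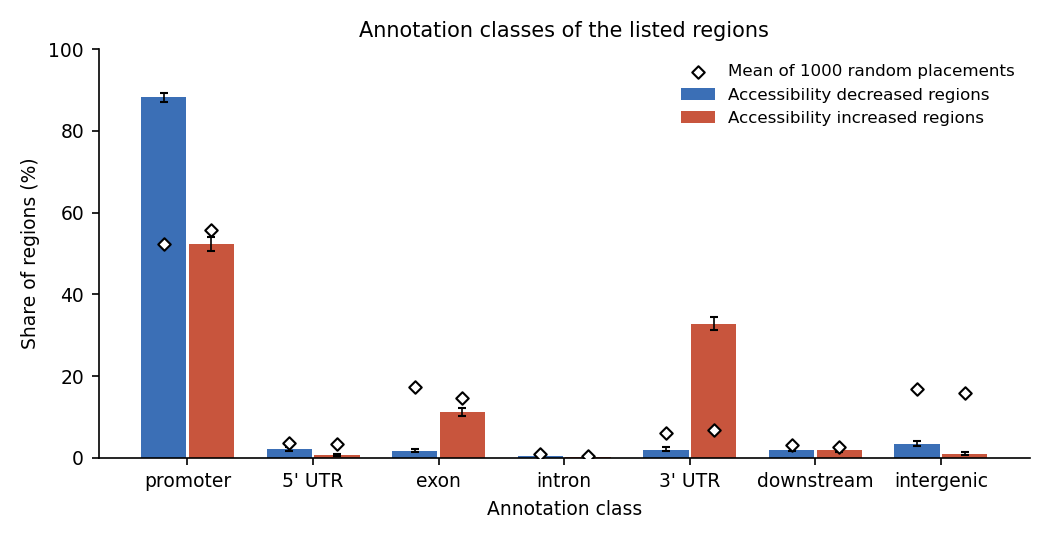
Share of decreased (blue) and increased (red) regions in each annotation class, in percent of the regions of the list. Error bars are 95% Wilson intervals and diamonds the mean of 1000 random placements of the same list; decreased regions exceed the random mean in the promoter class (88.2% against 52.3%) and increased regions in the 3′ UTR class (32.8% against 6.88%).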

Less accessible regions in *h3.3ko* were preferentially localized at promoters, but regions with increased chromatin accessibility were mainly enriched at genic regions and 3′ gene ends (Supplementary Fig. 6c), parallel with the chromatin accessibility changes in *h3.3ko* over genes (Fig. 4b–e). Accessibility increased and decreased regions in *h3.3ko* were both enriched with H3.3 in WT (Fig. 4e–g and Supplementary Fig. 6d, e), supporting the notion that H3.3 directly or indirectly regulates chromatin accessibility at these regions.

Notably, 5′ and 3′ localized H3.3 seems to have distinct impacts on chromatin accessibility. In animals, the coexistence of H3.3 and another histone variant H2A.Z destabilizes nucleosomes^49^. We thus profiled the enrichment of H2A.Z in mature seeds. Like in vegetative tissues, H2A.Z in mature seeds is enriched at the 5′ gene ends but depleted from the 3′ gene ends (Supplementary Fig. 7a)^50,51^. Moreover, accessibility decreased regions in *h3.3ko* carried higher levels of H2A.Z than accessibility increased regions (Supplementary Fig. 7b, c). To assess the requirement of H2A.Z in chromatin accessibility control, we performed ATAC-seq using mature seeds of WT and a hypomorphic *h2a.z* mutant, in which *HTA9*, one of the three H2A.Z-coding genes in *Arabidopsis*, is still expressed at low levels^50,52^. In *h2a.z*, a slight reduction of chromatin accessibility was observed at the 5′ gene end, while chromatin accessibility at the 3′ gene end was not changed compared with WT (Supplementary Fig. 8a). Importantly, regions with reduced accessibility in *h3.3ko* partially lost accessibility in *h2a.z* (Supplementary Fig. 8b), but loss of H2A.Z did not induce the chromatin accessibility at regions with increased accessibility in *h3.3ko* (Supplementary Fig. 8c). In addition, we observed moderately delayed germination of *h2a.z* compared with WT (Supplementary Fig. 8d). These results indicate that H2A.Z probably works together with H3.3 at the 5′ gene end to facilitate chromatin opening in mature seeds, while without H2A.Z at the 3′ gene end H3.3 somehow restricts chromatin accessibility. It is of note that the chromatin accessibility changes in the *h2a.z* mutant were less pronounced compared with that in *h3.3ko*. This could be because there is still residual H2A.Z in this *h2a.z* mutant, or other factors such as histone modifications enriched specifically at the 5′ or 3′ gene end may also contribute to the accessibility control together with H3.3.

### Altered chromatin accessibility in *h3.3ko* correlates with changes in transcription and gene body DNA methylation

As mentioned above, the mature seed stage is the earliest time point when we could distinguish *h3.3ko* from WT (Supplementary Figs. 1a, f and 3). At this stage, the transcriptome of *h3.3ko* was already drastically different from that of WT (Fig. 2b, e). We then analyzed the correlations between changes in chromatin accessibility and transcriptome in mature *h3.3ko* seeds. In general, the distribution patterns of transcripts on genes were slightly altered in *h3.3ko* compared with WT, that the transcript levels were reduced around the 5′ gene end, and were increased towards the 3′ gene end (Fig. 5a, b, Supplementary Fig. 9a, b).

**Fig. 5:**
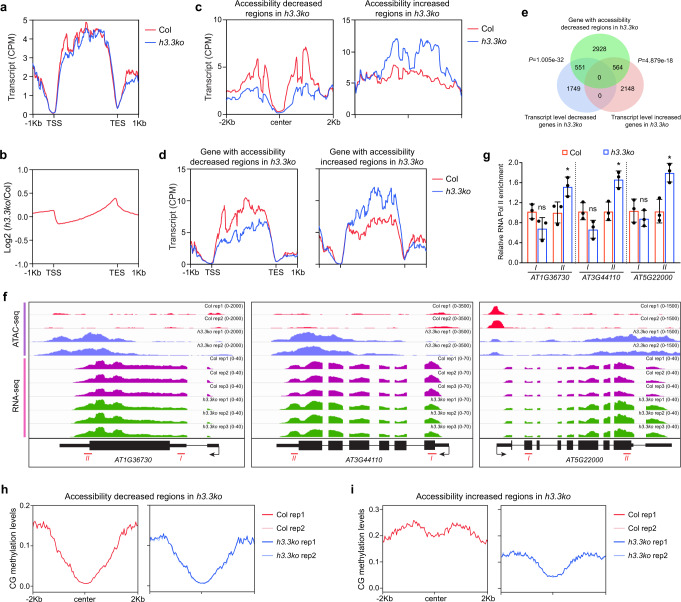
Altered chromatin accessibility in *h3.3ko* correlates with changes in transcription and gene body DNA methylation. **a** Metaplot of transcripts in Col and *h3.3ko* mature seeds over all genes. The profiles were generated after merging three biological replicates. **b** Metaplot of *h3.3ko* transcripts vs Col transcripts in mature seeds over all genes. The profiles were generated after merging three biological replicates. **c** Metaplot of transcripts in Col and *h3.3ko* mature seeds over accessibility significantly decreased and increased regions in mature *h3.3ko* seeds compared with Col. The profiles were generated after merging three biological replicates. **d** Metaplot of transcripts in Col and *h3.3ko* mature seeds over genes with accessibility significantly decreased and increased regions in mature *h3.3ko* seeds compared with Col. The profiles were generated after merging three biological replicates. **e** Venn diagrams of accessibility significantly decreased region-associated genes in mature *h3.3ko* seeds and transcript level significantly decreased and increased genes in mature *h3.3ko* seeds. *P* values are based on the hypergeometric test. **f** Genome browser view of ATAC-seq and RNA-seq signals in Col and *h3.3ko* mature seeds over a few representative loci showing increased chromatin accessibility and transcript levels around the 3′ gene end in *h3.3ko* compared with Col. Red lines indicate regions examined by ChIP-qPCR. **g** Relative RNA Pol II enrichment levels determined by ChIP-qPCR at *AT1G36730*, *AT3G44110*, and *AT5G22000* in mature seeds. RNA Pol II enrichment levels were first normalized to input and then to that of Col. Values are means ± SD of three biological replicates. Statistical significance was determined by two-tailed Student’s *t* test (*P < 0.05; ns, *P* > 0.05). h, i Metaplot of CG methylation levels in Col and *h3.3ko* mature seeds over accessibility significantly decreased (**h**) and increased (**i**) regions in mature *h3.3ko* seeds compared with Col.

Next, we examined the transcripts of genes with significantly changed accessibility in *h3.3ko*. 4043 and 4388 genes were associated with accessibility decreased and increased regions respectively; with 920 genes associating with both (Supplementary Fig. 9c) (Supplementary Data 3). 

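Genes were assigned to a region when the gene body or the 1 kb upstream of its TSS overlapped the region by at least 1 bp. With the 33056 annotated genes other than pseudogenes, 4609 genes were associated with decreased regions, 4766 with increased regions and 932 with both. With protein-coding genes only, these numbers were 4043, 4388 and 920. The difference consists of non-coding genes, among them 308 and 184 genes of long non-coding RNAs and 81 and 89 tRNA genes for decreased and increased regions. Among the alternatives with all listed regions, the gene body alone gave the lowest number of genes with decreased regions (3271) and 2 kb upstream the highest (5404). A single region often accounted for more than one gene. Of the 2887 decreased regions with a protein-coding gene, 1229 (42.6%) were assigned to more than 1, and of the 3272 such increased regions, 1377 (42.1%). No protein-coding gene was assigned to 391 decreased and 164 increased regions. The sizes of these gene lists depend on which regions could be called as peaks, so their overlap was not tested against chance.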

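For each significantly changed region, the distance of its midpoint to the TSS and to the TES of the overlapped or nearest protein-coding gene was compared. Of the 3278 decreased regions, 2701 (82.4%, 95% Wilson interval 81.1 to 83.7%) were nearer to the TSS. For the 3436 increased regions this number was 270 (7.86%, 7.00 to 8.81%), and the other 3166 were nearer to the TES. The odds ratio was 54.9 (95% confidence interval 47.1 to 64.0, two-sided Fisher's exact test, with a p-value too small for the calculation, which returned 0), and it lay between 40.1 and 74.3 on each chromosome. The lowest odds ratio among the alternatives was 36.8, with protein-coding genes of at least 2 kb only. Along 26207 protein-coding genes of at least 500 bp, decreased regions were most frequent 50 bp upstream of the TSS, where they covered 9.33% of genes, and covered 0.462% of genes in the middle of the gene body. Increased regions were most frequent at 87.5% of the gene body, where they covered 9.28% of genes, and covered 0.553% of genes in the first 5% of the gene body. Where a gene had regions of both kinds, the decreased region lay 5′ of the increased one in 882 of 932 genes (94.6%, 93.0 to 95.9%, two-sided exact binomial test, p = 1.49e-197, adjusted p = 5.06e-197). The opposite order occurred in 50 genes. A share above 50% follows from where most regions of each kind lie along genes, so this test against equal shares adds no separate evidence on their order. This share was 98.0% when regions were assigned by gene bodies alone.

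**Figure D4:**
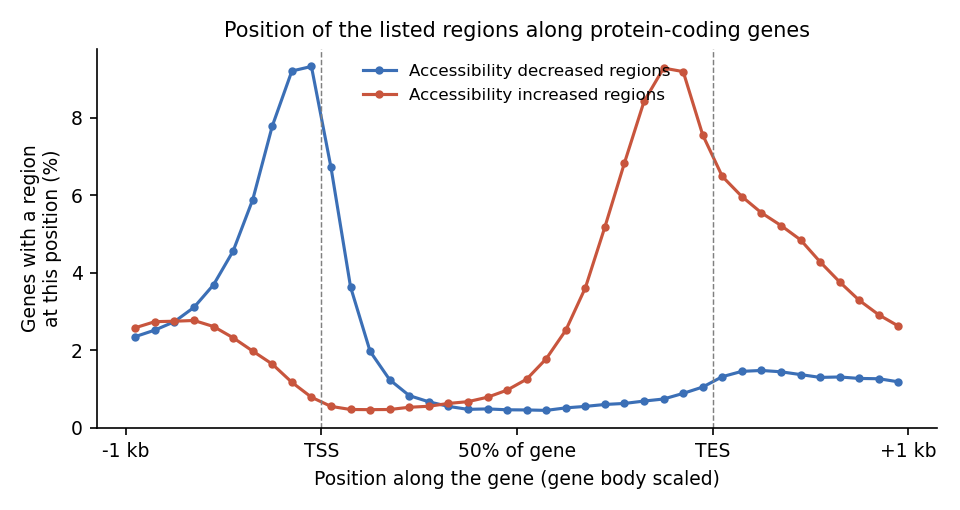
Share of protein-coding genes covered by a decreased (blue) or increased (red) region, in percent of 26207 genes, by position from 1 kb upstream of the TSS to 1 kb downstream of the TES; gene bodies are scaled to 20 bins and flanks drawn in bins of 100 bp. Decreased regions peak at 9.33% just upstream of the TSS and increased regions at 9.28% near the end of the gene body.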

In *h3.3ko*, genes with accessibility decreased regions showed a strong reduction in chromatin accessibility around the 5′ end, and genes with accessibility increased regions mainly displayed a gain of accessibility towards the 3′ end (Supplementary Fig. 9d, e). These changes are consistent with the localization of accessibility decreased and increased regions in *h3.3ko* (Supplementary Fig. 6c). Overall, around accessibility decreased regions, fewer transcripts were detected in *h3.3ko* compared with WT (Fig. 5c), and genes associated with accessibility decreased regions showed an overall reduction in transcript levels (Fig. 5d). A detailed analysis revealed that a significant amount of them were indeed transcript level strongly decreased genes in mature *h3.3ko* seeds (Figs. 2e and 5e). Notably, some accessibility decreased region-associated genes showed increased transcript levels in *h3.3ko* compared with WT (Figs. 2e and 5e). Chromatin accessibility has also been found to link with gene repression^53,54^, which may involve chromatin binding proteins such as transcription factors acting as repressors^55,56^. 2928 accessibility decreased region-associated genes did not show strong transcript level changes in mature *h3.3ko* seeds compared with WT (Fig. 5e). Hence, these genes may bear regulatory capacity mainly necessary in later developmental stages.

At accessibility increased regions, transcript levels were overall higher in *h3.3ko* (Fig. 5c), and accessibility increased region-associated genes had more transcripts (Fig. 5d). Nevertheless, these transcripts produced in *h3.3ko* were unevenly distributed, with more being generated towards the 3′ gene end (Fig. 5d), indicating cryptic transcription. If this is the case, RNA Polymerase II (RNA Pol II) may randomly transcribe from both sense and antisense directions within these regions. We thus performed strand-specific RNA-seq to measure antisense transcripts in WT and *h3.3ko* mature seeds. The overall levels of antisense transcripts on genes were not increased in *h3.3ko* compared with WT (Supplementary Fig. 10a). However, at accessibility increased regions in *h3.3ko*, antisense transcripts were increased as well as sense transcripts (Supplementary Fig. 10b). Similarly, accessibility increased region-associated genes showed increased transcript levels from both sense and antisense, especially towards the 3′ gene end (Supplementary Fig. 10c). In mature seeds, RNA Pol II may remain at gene loci or still transcribe at a low rate^57^. We further selected a few genes showing increased chromatin accessibility and transcript levels towards the 3′ gene end and measured RNA Pol II enrichment levels at their loci by ChIP-qPCR in mature seeds (Fig. 5f). 

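The lists of significantly changed regions in mature seeds hold the following at these loci, *AT3G44110* being described with Fig. 4e. *AT1G36730* lies on chromosome 1 from 13898210 to 13900831 on the minus strand (TAIR10.1). One increased region, from 13898101 to 13899273, covered its TES, with a log2 fold change of 3.04 in the authors' deposited table. Of its 1173 bp, 496 bp lay in untranslated exons, 568 bp in coding sequence and 109 bp past the TES, and no decreased region was listed at the gene. *AT5G22000* (*RHF2A*) lies on chromosome 5 from 7277182 to 7280344 on the plus strand. No listed region overlapped its body. The nearest increased regions lay 762 bp upstream of its TSS, from 7275185 to 7276420 and overlapping *AT5G21990*, and 1410 bp past its TES, from 7281754 to 7282433. Their log2 fold changes in the authors' deposited table were 3.82 and 4.20. Signal that changed at this locus without passing the authors' thresholds would not appear in the lists, which hold no per-sample coverage.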

The results showed that the RNA Pol II enrichment levels were increased around the 3′ gene ends (Fig. 5g). Hence, the induction of transcripts at the 3′ gene end in *h3.3ko* is likely due to spurious transcription at both sense and antisense directions by RNA Pol II.

Knockdown of H3.3 induces the loss of CG DNA methylation at the gene body, especially towards the 3′ gene end^34^. Using genome-wide bisulfite sequencing (BS-seq), we confirmed a strong reduction of gene body CG methylation in mature *h3.3ko* seeds. In addition, CHG and CHH methylation levels at the gene body were also slightly reduced (Supplementary Fig. 11a). At TE regions, only a reduction of CHH methylation levels was observed in *h3.3ko* (Supplementary Fig. 11b). H3.3 is largely absent from TEs, and therefore the loss of CHH methylation at TEs could be caused by an indirect effect. Accessibility increased but not decreased regions in *h3.3ko* showed reduced CG methylation levels (Fig. 5g, h). Consistently, hypo CG differentially methylated regions (DMR) in *h3.3ko* displayed increased chromatin accessibility (Supplementary Fig. 11c). It is unlikely that loss of gene body CG methylation in *h3.3ko* causes increased chromatin accessibility since a complete loss of CG methylation in *met1* fails to induce chromatin accessibility at the gene body^58^. Together, these results suggest that H3.3-mediated chromatin accessibility control is probably required for proper transcriptional regulation and gene body DNA methylation.

### Loss of chromatin accessibility in *h3.3ko* is associated with gene misregulation during germination

The above results indicate that H3.3 in seeds regulates chromatin accessibility and impacts on transcription. The enrichment of H3.3 around the 5′ gene end was gradually diminished along germination and vegetative growth (Fig. 3f, g). We thus examined chromatin accessibility in WT during germination and in seedlings, and found that the overall chromatin accessibility at the 5′ gene end was not strongly changed (Supplementary Fig. 12a). 

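The 3278 decreased regions of mature *h3.3ko* seeds lay close to TSSs. The median distance of their midpoints to the nearest TSS of a protein-coding gene was 217 bp, and 2250 of them (68.6%) were within 500 bp. Their median distance to the nearest TES was 1852 bp. Increased regions showed the opposite arrangement, with median distances of 1819 bp to the nearest TSS and 465 bp to the nearest TES. In the authors' deposited table, the median log2 fold change of decreased regions that overlapped a 5′ UTR was -2.02, against -1.63 for those that overlapped a 3′ UTR and no 5′ UTR.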

We then focused on the H3.3-dependent open chromatin regions in mature seeds (accessibility significantly decreased regions in mature *h3.3ko* seeds that preferentially enriched around the 5′ gene end). At these regions, H3.3 enrichment levels were drastically reduced during germination and in seedlings, yet this was only coupled with a moderate reduction in chromatin accessibility (Fig. 6a, b). In *h3.3ko*, the accessibility at these regions remained low after imbibition (Fig. 6c and Supplementary Fig. 12b). These results indicate that the H3.3-dependent chromatin accessibility in seeds is largely maintained during germination and subsequent development.

**Fig. 6:**
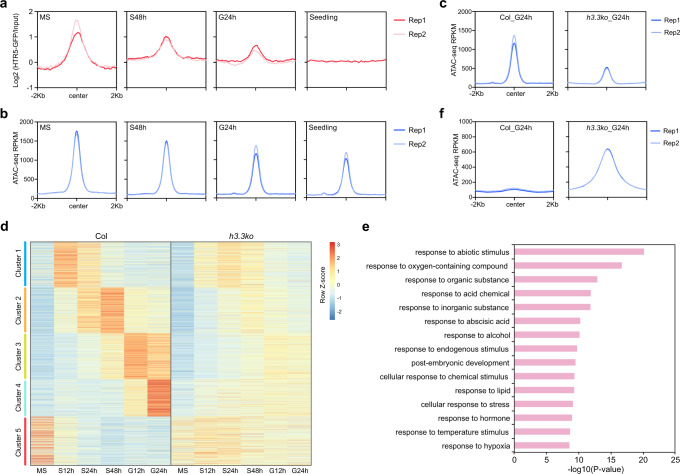
Loss of chromatin accessibility in *h3.3ko* is associated with gene misregulation during germination. **a**, **b** Metaplot of HTR5-GFP ChIP-seq (a) and ATAC-seq (b) signals in mature seeds, during imbibition and in the 10-day-old seedlings over accessibility decreased regions in mature *h3.3ko* seeds compared with Col. **c**. Metaplot of ATAC-seq signals in imbibed Col and *h3.3ko* seeds over accessibility significantly decreased regions in mature *h3.3ko* seeds compared with Col. **d** Heatmap showing expression profiles (z-normalized) of genes associated with accessibility significantly decreased regions in mature *h3.3ko* seeds compared with Col. Genes were grouped into five clusters based on their expression patterns during imbibition in Col. **e** GO analysis of genes associated with accessibility significantly decreased regions in mature *h3.3ko* seeds compared with Col. Top 15 representative terms are listed and ranked by *P* value, which was calculated with hypergeometric test. **f** Metaplot of ATAC-seq signals in imbibed Col and *h3.3ko* seeds over accessibility significantly increased regions in mature *h3.3ko* seeds compared with Col.

In mature seeds, many genes associated with the H3.3-dependent open chromatin regions did not show strong transcript level changes in *h3.3ko* compared with WT (Fig. 5e). To understand the importance of these H3.3-dependent open chromatin regions in transcriptional regulation during germination, we compared the transcript levels of their associated genes in WT and *h3.3ko* during imbibition. These genes were grouped into five clusters based on their expression patterns during imbibition in WT (Fig. 6d). Importantly, in *h3.3ko*, most of the genes in clusters 1–4 failed to fully activate during imbibition, while those in cluster 5 were not sufficiently repressed (Fig. 6d). GO analysis of these genes revealed mainly responsive processes and post-embryonic development (Fig. 6e). Hence, H3.3-dependent chromatin accessibility at these responsive and developmental genes is likely necessary for their transcriptional control during germination.

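The reference annotation gives process terms for part of the genes, and these were counted among the 4043 protein-coding genes with decreased regions. This comparison was chosen after seeing the data and is coarser than a GO analysis, since only 1827 (45.2%) of these genes have a named process. Of these, 376 (20.6%, 95% Wilson interval 18.8 to 22.5%) carried a term for a response to a stimulus or a defense response, against 1669 of 9264 (18.0%, 17.2 to 18.8%) among all other protein-coding genes with a named process (odds ratio 1.18, two-sided Fisher's exact test, p = 0.0110, adjusted p = 0.0144). Terms that name abscisic acid were found for 27 genes (1.48%) against 74 (0.799%), an odds ratio of 1.86 (95% confidence interval 1.20 to 2.90, two-sided Fisher's exact test, p = 0.00967, adjusted p = 0.0137). Terms that name development were found for 121 genes (6.62%) against 504 (5.44%), which did not pass the threshold (odds ratio 1.23, two-sided Fisher's exact test, p = 0.0518, adjusted p = 0.0587). Genes with regions of one kind only were compared as well, since both groups then consist of genes with a peak. Response terms were then found for 272 of 1382 genes with only decreased regions (19.7%) and 298 of 1602 genes with only increased regions (18.6%), a difference within the error (odds ratio 1.07, two-sided Fisher's exact test, p = 0.455). Genes with only decreased regions did not differ from genes without decreased regions beyond the error either, with an odds ratio of 1.12 for response terms (two-sided Fisher's exact test, p = 0.135) and 1.27 for abscisic acid (p = 0.424). Against genes with only increased regions the odds ratios were 0.853 for abscisic acid (p = 0.727) and 0.732 for development (two-sided Fisher's exact test, p = 0.0415, adjusted p = 0.0503).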

At regions where the accessibility was repressed by H3.3 in mature seeds (mainly localized at gene body and 3′ gene end), H3.3 remained deposited in WT during imbibition and in seedlings and is required to maintain their low chromatin accessibility and to repress cryptic transcription at these regions (Fig. 6f and Supplementary Fig. 12c–e), indicating a canonical H3.3 distribution pattern around the 3′ gene end that constantly prevents chromatin opening and cryptic transcription at genic regions.

## Discussion

In *Arabidopsis*, both paternal and maternal-derived H3.3 is removed from the zygote genome a few hours after fertilization, followed by de novo synthesis of H3.3 before the zygote divides. This process was speculated to prevent the transmission of epigenetic memory from parents and meanwhile establish the zygotic epigenome critical for embryogenesis^42,59,60^. Interestingly, our genetic evidence suggests that H3.3 is not essential for early plant embryonic development. It is likely that H3.1 or other H3 proteins largely compensate for the loss of H3.3 at this stage, especially considering that H3.1 is abundantly produced during cell division, a dominant event in early embryogenesis^61^. After pattern formation at the torpedo stage, the embryo gradually ceases cell division and initiates maturation^2^. This is coupled with a strong reduction in H3.1 expression and an increase in H3.3 expression (Fig. 3d), which coincident with the extensive H3.1 replacement by H3.3 during embryo maturation^62^. Thus, H3.3 likely starts to be critical at embryo maturation stages, and reprograms the embryo epigenome for the establishment of post-embryonic developmental potentials. Consistently, embryos before torpedo stages are not capable to germinate when excised from seeds, while later stage embryos could germinate^2^. This role of H3.3 is comparable to the function of a specialized form of non-replicative H3 variant H3.10 in sperm that establishes chromatin accessibility at promoters of genes expressed in early embryogenesis^9,59^. It is unknown by which mechanism H3.3 is deposited to the 5′ gene ends in seeds but removed during germination and seedling development. This possibly involves the H3.3 deposition chaperone HIRA^63^ that plays a moderate function in seed germination^64^, or ATRX involved in the deposition of H3.3^65,66^. In addition, specific chromatin remodelers might recruit H3.3 deposition machinery. Alternatively, removal of H3.1 from this region during embryo maturation may allow H3.3 to accumulate.

Several pieces of evidence suggest that seed germination is largely programmed during seed maturation^67^. Protein synthesis from stored mRNA in mature seeds is required for the completion of germination^68–70^. Moreover, mRNA abundance changes are observed within 1–2 h after imbibition without de novo protein synthesis required, highlighting the function of seed-stored transcription machinery in quickly adjusting transcription^71^. Our results suggest that H3.3 deposited in seeds is vital for their acquisition of germination capacity. Loss of H3.3 causes reduced and increased chromatin accessibility at 5′ and 3′ gene ends respectively, and results in impaired regulation of responsive and post-embryonic development genes and increased cryptic transcription. Since H3.3 is part of the chromatin core (nucleosome), it is unlikely that H3.3 impacts on other physiological processes that would in turn affect chromatin accessibility. Therefore, we propose the following model (Fig. 7): H3.3 is loaded at the 5′ gene ends/promoters in mature seeds, facilitating chromatin opening (Figs. 3f, g and 4). During germination and subsequent seedling development, 5′ enriched H3.3 is gradually lost. However, the chromatin accessibility is still maintained (Fig. 6). A plausible explanation is that the 5′ enriched H3.3 may initiate chromatin opening to enable transcription factor binding in seeds and during germination. Afterward, the binding of transcription factors could sustain chromatin accessibility without H3.3. We found that the H3.3-established open chromatin regions are enriched with the transcription factor binding motifs especially those of bZIP, bHLH and BZR/BES family members (Supplementary Fig. 13 and Supplementary Data 4). On the other hand, H3.3 is constantly deposited around the 3′ gene ends and prevents chromatin accessibility and cryptic transcription. Nevertheless, it is still unclear whether the altered chromatin accessibility in *h3.3ko* is the direct cause of transcription changes and the impaired post-embryonic development, and the exact role of H3.3 in chromatin regulation and post-embryonic development remains to be investigated.

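Exact matches to consensus sequences were counted in the significantly changed regions of mature *h3.3ko* seeds. CACGTG, the G-box core that bZIP, bHLH and BZR/BES factors share, occurred on either strand in 1111 of 3278 decreased regions (33.9%, 95% Wilson interval 32.3 to 35.5%) and in 397 of 3436 increased regions (11.6%, 10.5 to 12.7%). The odds ratio was 3.92 (95% confidence interval 3.46 to 4.46, two-sided Fisher's exact test, p = 1.55e-109, adjusted p = 3.76e-109), between 3.62 and 4.38 on each chromosome. Windows of the widths of the decreased regions, drawn at random near protein-coding TSSs outside both lists, held CACGTG in 6.22% of cases (5.45 to 7.10%). Region width and base composition did not account for the difference between the lists, since the odds ratio was 6.24 within 12 bins of width and GC content. Neither comparison set holds open promoters that did not change. Of the increased regions, 92.1% were nearer to a TES, and the random windows need not be open in seeds. For each motif counted here, the values therefore cannot tell a property of the decreased regions from one of open seed promoters in general. TGGGCC or TGGGCT, the core of the PCF motif of the TCP family that ranks second in Supplementary Data 4, occurred in 51.6% of decreased regions (49.9 to 53.4%), 28.5% of increased regions (27.0 to 30.0%) and 19.4% of the random windows (18.1 to 20.8%). Its odds ratio between decreased and increased regions was 2.68 (two-sided Fisher's exact test, p = 2.47e-84, adjusted p = 5.25e-84). For the BZR motif NNNNCACGTGNNNNN, Supplementary Data 4 reports 29.74% of target regions, and the paper's background share is 8.22%. The same consensus matched exactly in 33.7% of decreased and 11.5% of increased regions. Exact matches fell short of the paper's shares for its E-box motif GCCACGTG (10.3% of decreased regions, the paper's share being 40.21%) and its PCF motif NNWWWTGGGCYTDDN (19.6%, the paper's share being 39.29%). Supplementary Data 4 lists 396 motifs, of which 48 are named for bZIP and 47 for bHLH factors. The paper proposes that opening by H3.3 may let such transcription factors bind and that their binding could then sustain accessibility.

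**Figure D5:**
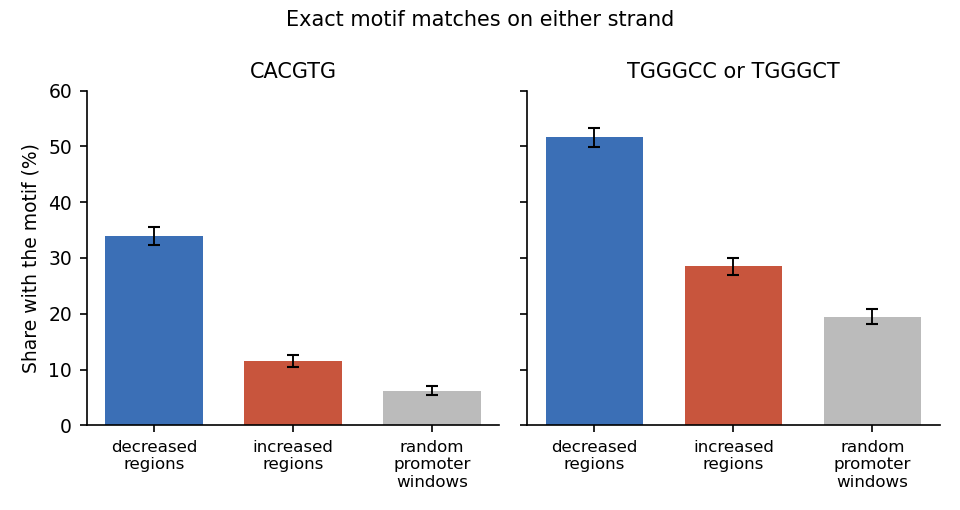
Share of regions, in percent, with an exact match of CACGTG (left) or of TGGGCC or TGGGCT (right) on either strand, for decreased regions, increased regions and random promoter windows. Error bars are 95% Wilson intervals, and in both panels decreased regions are highest (33.9% and 51.6%).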

**Fig. 7:**
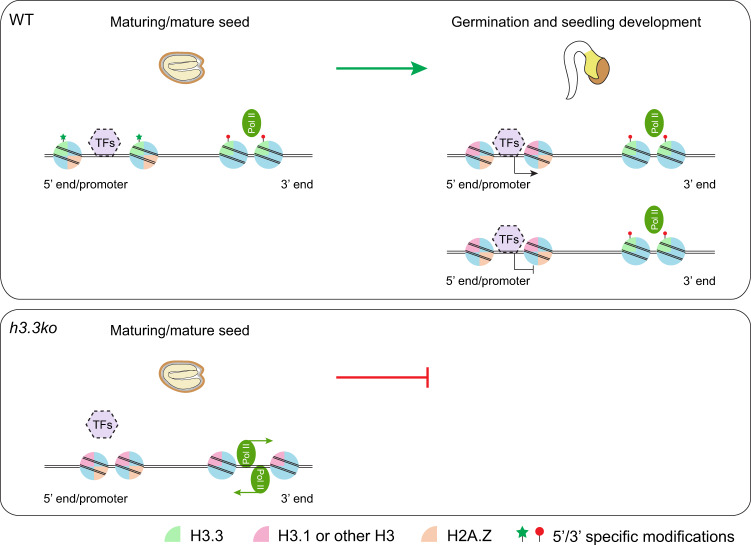
A proposed function of H3.3 in chromatin accessibility regulation. In maturing and mature seeds, H3.3 is loaded at the 5′ gene ends/promoters and establishes chromatin accessibility. During germination and seedling development, H3.3 is gradually removed from the 5′ gene ends, but the accessibility established by H3.3 is largely maintained probably by the binding of transcription factors (as indicated by the dashed border), and this may allow proper gene transcriptional regulation (activation or repression) during post-embryonic development. On the other hand, H3.3 is constantly deposited around the 3′ gene ends and prevents chromatin opening and cryptic transcription. Loss of H3.3 causes reduced and increased chromatin accessibility at 5′ and 3′ gene ends respectively, and results in compromised transcriptional regulation and severely impaired post-embryonic development. H2A.Z and the 5′ and 3′ specific histone modifications may also contribute to the H3.3-mediated chromatin accessibility control.

As a replacement histone, H3.3 deposition has been proposed to alter the nucleosome property^4,12^. In human cells, the presence of H3.3 destabilizes nucleosome, especially when co-existed with H2A.Z, leading to a nucleosome-free region at the 5′ gene end for transcription factor binding^49,72^. In mouse embryonic stem cell, H3.3 and H2A.Z collaborate around gene transcription start sites to set up a poised chromatin state for gene activation during cell differentiation^73^. Despite a predominant localization of H3.3 at the 3′ gene end in *Arabidopsis* vegetative tissues^32,33,35^, our findings show that at certain developmental stages it is highly enriched around the 5′ gene end and facilitates chromatin opening. With fully developed leaves that have ceased cell division and expansion, a small fraction of H3.3 is also detected at the 5′ gene ends/promoters^74^. Besides in mature embryo, a considerable amount of H3.3 is deposited to replace H3.1 in plant cells that have exited proliferation and become terminal differentiated^62^. This implies a broad role of H3.3 in reprogramming the epigenome for cell fate determination. Further study of detailed mechanisms might provide a potential to manipulate chromatin accessibility and cellular differentiation by engineered H3.3 deposition.

## Methods

### Plant materials and growth conditions

*Arabidopsis h3.3ko* and HTR5-GFP lines were described previously^32,34^. Plants were grown in long-day conditions (16 h light/8 h dark) at 22 °C. For seed germination, after-ripened mature seeds (seeds harvested and stored at room temperature for three months) were sown on 1/2 MS medium. After being kept at 4 °C for two days (stratification), seeds were subjected for germination in long days at ~22 °C. Three replicates were performed to assess the germination and growth of *h3.3ko*, at least 110 seeds were used for each replicate. *h3.3ko* seeds germinated within two months after sowing were considered as germinated, and the rest seeds were discarded. The germination date of the first 12 germinated seeds was scored.

For dissected embryo growth analysis, embryos from after-ripened Col and *h3.3ko* seeds were isolated by manually removing endosperm and testa. The isolated embryos were cultivated on 1/2 MS medium under long-day conditions.

### Plasmid construction and *h3.3ko* complementation

For *h3.3ko* complementation constructs, *HTR5* or *HTR13* coding sequences were placed under the control of *HTR5* or *HTR13* promoter in the binary vector pBlligatorR43, which contains a mature seed stage-specific mCherry fluorescence selection marker^36^. For the estradiol induction, *HTR5* coding sequences were placed under the *pER8* promoter in the binary vector pMDC7^43,75^. To express *HTR5* with *at2S3* or *H2B.S* promoter, the *at2S3* or *H2B.S* promoter sequences were first cloned into pGWB510^76^, followed by the insertion of *HTR5* coding sequences.

For the germination test of *h3.3ko;pER8::HTR5* seeds with or without estrogen (10 μM) treatment during imbibition, 50 seeds were assessed in each replicate and seeds were transferred onto a new 1/2 MS plate supplemented with or without estrogen every 5 days in case of estrogen degradation. The germination rates were scored after 2 month of imbibition. For the germination test of *h3.3ko;pat2S3::HTR5* and *h3.3ko;pH2B.S::HTR5* seeds, germination rates were scored after 1 month and 10 days imbibition respectively. At least 38 seeds were assessed in each replicate.

### Seed size measurement

Complete dried mature seeds were spread on a white background. After the image taken, seed size was measured with ImageJ. At least 47 seeds were scored for each genotype.

### Seed storage protein analysis

One hundred and fifty Col or *h3.3ko* mature seeds were homogenized in protein extraction buffer (100 mM Tris-HCl pH 8.0, 0.5% SDS, 10% glycerol, 2% β-ME). Extracted proteins were resolved on 15% SDS-PAGE gel and stained with Coomassie Blue.

### RNA-seq

Total RNA was extracted from mature seeds (seeds stored for three months after harvesting) or imbibed seeds using Minibest plant RNA extraction kit (Takara). Three independent biological replicates were performed. Sequencing libraries were prepared with BGISEQ-500 RNA-seq library preparation kit according to the manufacturer’s instruction. For strand-specific RNA-seq, total RNA extracted from Col and *h3.3ko* mature seeds were subjected to library preparation with MGIEasy RNA directional library preparation kit. Prepared libraries were sequenced on a DNBSEQ-T7 platform and paired-end 150 bp reads were generated.

### RNA-seq data analysis

Adapter trimming was performed and low-quality reads were filtered with fastp version 0.20.1^77^. Reads were mapped to the *Arabidopsis* genome (TAIR10) using Hisat2 version 2.1.10^78^. The numbers of mapped reads were determined with SAMtools version 1.9^79^, and are listed in Supplementary Table 1. Reads per gene were counted by HTseq version 0.11.2^80^. Transcripts per million (TPM) values were generated using R. Differential gene expression analysis was performed using DESeq2 version 1.26.0^81^. Genes that displayed a more than two-fold expression change and had a *P* adjust value <0.05 were considered as differentially expressed. For data visualization, bigwig coverage files were generated using deepTools utility bamCoverage^82^ with a bin size of 10 bp and normalized with CPM. The PCA plot was generated with plotPCA in DESeq2 version 1.26.0. The expression of *HTR4*, *HTR5* and *HTR8* during embryogenesis was extracted from the published datasets^45^. Gene ontology analysis was performed with DAVID (https://david.ncifcrf.gov)^83^. Clustering of genes associated with accessibility decreased regions in mature *h3.3ko* seeds compared with Col was performed based on their expression changes during germination in Col using K-Means clustering in R.

### RT-qPCR

Total RNA was extracted from mature seeds (seeds stored for three months after harvesting), imbibed seeds or 7-day-old seedlings using Minibest plant RNA extraction kit (Takara). Reverse transcription was performed using HiScript III 1st Strand cDNA Synthesis Kit (Vazyme, R312-02). Real-time quantitative PCR was conducted on an Applied Biosystems QuantStudio 6 Flex Real-Time PCR System using ChamQ Universal SYBR qPCR Master Mix (Vazyme, Q711-02). *PP2A* was used as an endogenous control for normalization. Three independent biological replicates were performed for each line and condition. Primers used to amplify *HTR5*, *HTR13*, *GA3OX1*, *GA3OX2*, *GA20OX1*, *GA20OX2*, *CYP707A2,* and *PP2A* are listed in Supplementary Table 2. The *HTR5* amplification primers were designed to only amplify the WT but not Crispr-mutated *HTR5*. Primers amplifying *HTR5* and *HTR13* were tested to have similar amplification efficiency.

### ChIP-seq

ChIP was performed with mature HTR5-GFP seeds (seeds stored for three months after harvesting) or seeds imbibed for different times. Materials were ground with liquid nitrogen into fine powder and immediately fixed with 1% formaldehyde^32,33,35,50–52^. Nuclei were extracted and mononucleosomes were generated with micrococcal nuclease (MNase) (Sigma, N5386) digestion as previously described^52^. Immunoprecipitation was conducted with anti-GFP (Thermo Fisher Scientific, A-11122) or anti-H2A.Z^51^ antibody. After antibody incubation, Protein A Dynabeads (Thermo Fisher Scientific, 10002D) were added to collect the immunocomplexes. After washing, elution, reverse cross-linking and DNA purification, recovered DNA was subjected to library preparation with VAHTS universal DNA library prep kit for Illumina (Vazyme, ND607) according to the manufacturer’s instruction and sequenced with Illumina NovaSeq 6000 to generate paired-end 150 bp reads. ChIP-seq experiments were performed with two independent biological replicates.

### ChIP-seq data analysis

Adapter trimming was performed and low-quality reads were filtered with fastp version 0.20.1^77^. Reads were mapped to the *Arabidopsis* genome (TAIR10) with Bowtie2 version 2.4.2^84^, and filtered for duplicated reads by using Picard version 2.24.0 MarkDuplicates (https://github.com/broadinstitute/picard). The numbers of mapped reads were determined with SAMtools version 1.9^79^, and are listed in Supplementary Table 1. For data visualization, bigwig coverage files were generated using deepTools utility bamCoverage^82^ with a bin size of 10 bp and normalized to input or sequencing depth using RPKM. Visualization was performed with IGV version 2.7.2^85^. Heatmaps and average normalized ChIP-seq profiles were generated using deepTools utilities plotHeatmap and plotProfile. Published HTR5-GFP ChIP-seq data in seedlings were processed in the same manner^35^.

### ChIP-qPCR

Mature seeds were ground with liquid nitrogen into fine powder and immediately fixed with 1% formaldehyde. Chromatin was sheared by sonication and immunoprecipitation was performed with anti-RNA Pol II antibody (abcam, ab26721). The amounts of immunoprecipitated DNA were quantified by real-time quantitative PCR. Three independent biological replicates were performed. Primers used for PCR amplification are listed in Supplementary Table 2.

### ATAC-seq

Mature seeds (seeds stored for three months after harvesting), seeds imbibed for different times or 10-day-old seedlings were chopped in lysis buffer (15 mM Tris-HCl pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM Spermine, 0.2% Triton X-100, 5 mM β-ME, protease inhibitor cocktail). After being filtered with a 30μm filter (CellTrics), nuclei were stained with DAPI and subjected to fluorescence-activated cell sorting (FACS). 50,000 nuclei per sample were collected and mixed with Tn5 transposase (Mei5bio, MF650-01), after 20 min of incubation at 37 °C, tagmented DNA was recovered with ChIP DNA Clean & Concentrator kit (ZYMO, D5205). After PCR amplification, sequencing libraries were purified with VAHTS DNA Clean Beads (Vazyme N411) and sequenced with Illumina NovaSeq 6000 to generate paired-end 150 bp reads. ATAC-seq experiments were performed with two independent biological replicates.

### ATAC-seq data analysis

Adapter trimming was performed and low-quality reads were filtered with fastp version 0.20.1^77^. Reads were mapped to the *Arabidopsis* genome (TAIR10) with Bowtie2 version 2.4.2^84^. Reads mapped to chloroplast and mitochondria genome were removed and duplicated reads were filtered with Picard version 2.24.0 MarkDuplicates (https://github.com/broadinstitute/picard). The numbers of mapped reads were determined with SAMtools version 1.9^79^, and are listed in Supplementary Table 1. ATAC-seq open chromatin peaks were identified using MACS2 version 2.1.2 with default parameters^86^. The q-value cutoff for peak calling was 0.05. Only peaks identified from both biological replicates were kept. Peak distributions were analyzed with ChIPseeker version 1.22.1^87^. Promoter refers to accessible regions located <2 kb upstream of the transcription start sites (TSS), downstream refers to accessible regions located <1 kb downstream of the transcription end sites (TES), Intergenic region refers to accessible regions located >2 kb upstream of TSS and more than 1 kb downstream of TES. To identify differentially enriched peaks, a common peak set was created by merging peaks in Col and *h3.3ko*, scores for open chromatin peak regions were calculated with deepTools utility multiBigwigSummary^82^, and differential peaks were called by requiring more than two-fold difference and *P* adjust <0.05. Genes were assigned to the peaks when the genic and 1 kb upstream regions overlapped with the peak regions for at least one base pair. For data visualization, bigwig coverage files were generated using deepTools utility bamCoverage^82^ with a bin size of 10 bp and normalized with RPKM. DNA motif analysis was performed with HOMER (version 4.11) using “findMotifs.pl“^88^.

### BS-seq

Genomic DNA was extracted from mature seeds (seeds stored for three months after harvesting) with Quick-DNA Plant/Seed Miniprep Kit (ZYMO, D6020). 200 ng fragmented genomic DNA (200 bp–500 bp) was used for library preparation with VAHTS universal Pro DNA library prep kit for Illumina (Vazyme, ND608). NEBNext Multiplex Oligos for Illumina (NEB, E7535) were used for adapter ligation. After purification with VAHTS DNA Clean Beads (Vazyme N411), bisulfite conversion was performed with EZ DNA Methylation-Gold Kit (ZYMO, D5005), followed by DNA purification and PCR amplification. Libraries were sequenced with Illumina NovaSeq 6000 to generate paired-end 150 bp reads. BS-seq experiments were performed with two independent biological replicates.

### BS-seq data analysis

Adapter trimming was performed and low-quality reads were filtered with fastp version 0.20.1^77^. Reads were mapped to the *Arabidopsis* genome (TAIR10) with BS-Seeker2 version 2.1.8 using default parameters^89^. Duplicated reads were filtered with Picard version 2.24.0 MarkDuplicates. The numbers of mapped reads are listed in Supplementary Table 1. CG, CHG, and CHH methylation levels were calculated with CGmaptools (version 0.1.2)^90^. Methylation data were visualized with ggplot2 in R (version 1.1.1106). CG DMRs were called with CGmaptools using dmr function with default parameters.

### Statistical analysis

Statistical tests performed are indicated in the figure captions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Reporting Summary

## Data Availability

The datasets generated during the current study are available in the GEO repository GSE209645. The ChIP-seq data of HTR5-GFP in seedlings were downloaded from GSE167384. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Histone H3.3 deposition in seed is essential for the post-embryonic developmental competence in Arabidopsis
**Source:** Nat Commun. 2022 Dec 13;13:7728. doi: 10.1038/s41467-022-35509-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** Transcript level decreased and increased genes in *h3.3ko*.

**Title:** Supplementary Data 2.

**Description:** Accessibility significantly decreased and increased regions in *h3.3ko* mature seeds.

**Title:** Supplementary Data 3.

**Description:** Genes associated with accessibility significantly decreased and increased regions in *h3.3ko* mature seeds.

**Title:** Supplementary Data 4.

**Description:** Enriched TF binding motifs in H3.3-established open chromatin regions.

How the deposited data were processed for this re-analysis (not part of the article)

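Chromatin accessibility was measured by ATAC-seq in Col and *h3.3ko* mature seeds, with 2 biological replicates per genotype. The processed data analysed here are the authors' lists of regions with significantly decreased and increased accessibility in *h3.3ko*. Their values are log2 fold changes of *h3.3ko* over Col deposited by the authors, one per region. The authors trimmed reads with fastp, mapped them to TAIR10 with Bowtie2, removed organelle reads and duplicates, called peaks with MACS2 in each replicate and kept those found in both replicates. They merged the peaks of both genotypes, scored them with deepTools and kept regions with more than 2-fold difference and an adjusted P value below 0.05. The test behind the adjusted P value and any shift of reads for the Tn5 offset are not named in the paper's text. Sample labels cover 12 libraries of 6 conditions, and the lists belong to the comparison of mature seeds; the libraries of imbibed seeds and seedlings were not analysed here.

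The number of reads per library is not used here, and the lists give no value per library. Depth therefore enters only through which regions the authors could call, and no error between replicates is available. Intervals and p-values treat regions or genes as units. They describe how the lists differ and cover counting error only. Neighbouring regions are not independent, so odds ratios are also given per chromosome.

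Regions were joined to the TAIR10.1 sequence and annotation of the 5 nuclear chromosomes, with 33056 genes other than pseudogenes, of which 27444 are protein-coding. Pseudogenes (4843) were left out of the main gene set because the annotation does not tell them from transposable element genes. Coordinates were checked by shifting all regions. Of the decreased regions, 68.6% had their midpoint within 500 bp of a TSS without a shift, and 18.3% and 17.9% after shifts of 1000 bp to either side. Promoters were 2 kb upstream of a TSS and downstream regions 1 kb past a TES, as in the paper's methods, and a region took the first class that it overlapped by at least 1 bp. The expected shares come from 1000 random placements of each list within its chromosomes. Genes were assigned by overlap of at least 1 bp with the gene body or 1 kb upstream. Motifs were counted as exact matches on either strand, because the matrices behind the paper's motif search were not used here.

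Shares of regions or genes were compared with two-sided Fisher's exact tests, with 95% Wilson intervals for shares and Woolf intervals for odds ratios. The order of regions within genes was tested with a two-sided exact binomial test against equal shares, and medians of gene length and of the observed/expected CG ratio with two-sided permutation tests of 100000 resamples. The odds ratio within bins of width and GC content is a Mantel-Haenszel estimate over 12 bins. P-values were adjusted by the Benjamini-Hochberg method over 17 tests. The functions were tested on simulated data. All 200 regions planted in promoters and all 200 planted in intergenic sequence were given their class, and of 100 pairs of random lists 6 had a Fisher's exact p below 0.05. In the same kind of simulation, a test of neighbouring genes that counts a region for every gene nearby was past the threshold in 100 of 100 random sets at 3′ ends, and a version that counts each region once in 8 of 100.

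The genes named are those the paper names by locus code for accessibility or RNA Pol II, the hormone genes, H3.3 genes, *HTA9* and *FLC* it names, and the 3 regions of each list with the largest fold change. Alternatives covered the promoter window, midpoints in place of overlaps, the order of classes, the gene set, the overlap required, the 50% of each list with the largest fold change, gene length, the central 200 bp of regions and the comparison set for motifs. A comparison with transposable elements was planned and not run, since no element annotation was used here. No overlap with the supplementary gene and region tables was tested. The copies of Supplementary Data 1 to 3 at hand were partial. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.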

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

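Alternatives set before the data were examined gave 39 further values for tested results, and all 39 kept their direction and their side of the threshold of 0.05. For 2 of them, those of the downstream neighbour test (0.544 and 0.534), this decides nothing, because that design was past the threshold in 100 of 100 simulated random sets. Nor does it for the alternatives on the order of regions within genes (98.0%, 94.1% and 96.4%). A share above 50% follows there from where most regions of each kind lie. The odds ratio of promoter regions between the decreased and increased lists ranged from 4.21, with promoters of 3 kb on both sides of the TSS, to 12.6 among the 50% of each list with the largest fold change. For regions nearer to a TSS the odds ratio ranged from 36.8, with genes of at least 2 kb, to 152 among the 50% with the largest fold change. For CACGTG it ranged from 3.53 in promoter regions to 7.73 against random promoter windows, and for TGGGCC or TGGGCT from 2.80 to 5.22.

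Of 18 alternative counts of associated genes, 15 stayed within 1.5 times the main count. With the 50% of each list with the largest fold change, the counts were 2465 genes with decreased regions, 2280 with increased regions and 304 with both, which follows from testing fewer regions. A threshold of 4-fold, chosen after seeing the data, left 1378 decreased regions, while the number of increased regions stayed within 1.5 times.

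Alternatives chosen after seeing the data changed 6 of 10 tested values. With each increased region counted for its nearest TES only, the odds ratio of a tandem downstream neighbour was 0.965 and no longer past the threshold; the construction of the test shows the cause, since one region had been counted for both genes of a pair. For process terms, genes with only decreased regions were first set against genes with only increased regions. With all genes with decreased regions, those with both kinds included, against all other protein-coding genes, the odds ratio of a response term was 1.18 and past the threshold, and those of abscisic acid (1.86) and development terms (1.23) reversed their direction. With genes with only decreased regions against protein-coding genes without decreased regions, the odds ratios were 1.12, 1.27 and 1.07. The first kept its side of the threshold, the others again reversed their direction, and none was past the threshold. Whether a term passed thus changed with the tested group, and the direction of the others with the comparison set. Whether the odds ratios themselves differ between these settings was not tested.

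No paired analysis was possible because the lists hold one value per region for the whole comparison and none per replicate. For the same reason no fit without one replicate was run, and the depth of the libraries sets an unknown limit on which regions were listed. The comparison with transposable elements, with either overlap, was not run, since elements were not analysed here.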

Differences from the paper's values

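For the E-box motif GCCACGTG, the paper's share of target regions in Supplementary Data 4 is 40.21%, while exact matches of this consensus were found in 10.3% of decreased regions. For the PCF motif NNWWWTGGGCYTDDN, the paper's share is 39.29%, and exact matches were found in 19.6% of decreased regions. The alternative set before the data were examined, the central 200 bp of each region, gave 4.79% and 8.57%. It searches a part of each region and can only lower the shares, so it says nothing about the source of either gap. For the E-box motif, the paper's 1318 target regions exceed the 1111 decreased regions with CACGTG, which GCCACGTG contains. If the paper searched the regions as listed, it counted some without an exact match, so the E-box shares are unlike measures. How much of that gap this covers, and the source of the PCF gap, were not tested. For the BZR motif NNNNCACGTGNNNNN the exact share of 33.7% lies within 1.5 times the paper's 29.74%, and in the central 200 bp it was 17.5%, which differs.

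The numbers of regions equal the paper's. The numbers of associated genes with all annotated genes (4609, 4766 and 932) lie within 1.5 times the paper's 4043, 4388 and 920. The alternative with protein-coding genes only, set before the data were examined, gave exactly the paper's numbers. With the 50% of each list with the largest fold change the counts were 2465, 2280 and 304.

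The paper shows *AT5G22000* in Fig. 5f among loci with higher accessibility around the 3′ gene end in *h3.3ko*, and the figure also shows a Col peak at its 5′ end that is lower in *h3.3ko*. No decreased or increased region was listed within this gene. The nearest increased region past its TES began 1410 bp away, and the nearest decreased region lay 10739 bp from its TSS. None of the alternatives adds a region, since the list is the authors'.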

Other observations

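The promoter share of decreased against increased regions was a test set before the data were examined. The follow-up below on increased regions in the promoter class was chosen only after the result was seen. So were the tests of fold changes and of process terms, and the final forms of those of decreased regions near a TES and of gene length. The test of CG content was written down before its value was seen. The neighbour tests were changed after simulation showed a bias in their first form, with the new predictions written before the new values were seen. No test here can separate biology from the authors' peak calling and scaling, which are shared by all results.

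More than 50% of the increased regions (52.4%) fell in the promoter class. Of these 1801 regions, 88.8% were nearer to a TES than to a TSS, 92.8% overlapped a gene body and 73.5% a 3′ UTR, and 10.6% overlapped a 5′ UTR. Among the 2891 decreased regions of that class, 12.7% were nearer to a TES and 66.4% overlapped a 5′ UTR. Since 92.1% of all increased regions are nearer to a TES, these shares alone do not explain the class. A candidate explanation is that the 2 kb windows upstream of neighbouring genes cover 3′ gene ends. Of the 3166 increased regions nearer to a TES, 50.5% were in the promoter class. The same offsets and widths at 3′ ends of random genes of similar length gave 53.8% on average (51.8 to 55.5% in 100 draws), so the position of 3′ ends is enough to give a share of this size.

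The increased list held larger fold changes than the decreased list (median sizes of the log2 fold change of 2.97 and 1.89 in the authors' deposited table). Region width argues against being the cause, because within 5 bins of width the increased median exceeded the decreased one by at least 0.868. In the decreased list of the authors' deposited table, narrower regions had larger losses (Spearman's rho of -0.482 between width and size of the change, across regions, which are not independent replicates), and in the increased list there was little relation (-0.0307). A scaling offset between the genotypes of 0.542 on the log2 scale would make the medians equal. Whether such an offset exists cannot be told apart from a stronger gain, since unchanged peaks are not part of the lists. The values are also ratios without the signal level of either genotype, so a larger fold change need not mean a larger gain in signal. The paper's statement on how many regions lost and gained accessibility has nearly equal numbers at 2-fold, and at 4-fold there were 1378 losses and 2988 gains.

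Of the decreased regions, 577 were nearer to the TES than to the TSS of their gene. The hypothesis that they mark the 5′ end of a neighbouring gene predicts that they lie within 1 kb of the TSS of any gene other than a pseudogene more often than the same offsets at 3′ ends of random genes. The share was 50.1%, against 49.4% on average (44.7 to 53.6%) in 100 draws of genes of similar length. With genes of any length the draws gave 54.9% (50.6 to 59.4%), but short genes bring their own TSS within reach there. The hypothesis cannot be told apart from the usual spacing of genes, since the share lies within the range of the matched draws. Why the other 288 regions lie away from any TSS was not tested.

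Genes with only increased regions were longer than genes with only decreased regions, with medians of 2909 and 2199 bp (difference 710 bp, two-sided permutation test, p = 1e-05, the smallest value that 100000 resamples can give). Genes with both kinds had a median of 3316 bp and genes with neither 1890 bp. Longer genes offer more room for a region. In 100 placements of both lists at the same distances from gene ends, on random genes long enough to hold them, the difference was 245 bp on average and at most 368 bp. Another form of the random placement gave -29.2 bp on average (-138 to 121.5 bp), so whether room accounts for part of the difference depends on the placement. In both forms the largest value lay below 710 bp, which argues against room as the whole cause. Other gene properties that go with length were not tested.

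Gene bodies with increased regions held fewer CG sites than their C and G content predicts. The median observed/expected CG ratio was 0.625 for genes with only increased regions, 0.713 for genes with only decreased regions, 0.631 for genes with both and 0.696 for genes with neither (difference -0.0871 between the first groups, two-sided permutation test, p = 1e-05, the smallest value possible). With genes of at least 2 kb the difference was -0.0512 and with coding exons only -0.0960. The length bins argue against gene length as the whole cause, since the difference kept its sign in each of 5 bins. It was -0.106 among the shortest genes, of up to 1565 bp. In every other bin it lay between -0.0374 and -0.0236, nearer to 0 than the -0.0871 of all genes, so length may account for part of it. Methylated CG sites are prone to mutate over evolutionary time, so one hypothesis, consistent with these values, is that accessibility is gained in genes with long-standing body methylation. Methylation itself was not analysed here.

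Genes with a decreased region within 500 bp of the TSS had an upstream neighbour on the opposite strand, so that both share an upstream region, in 69.6% of 3242 cases, against 45.2% of all other genes (odds ratio of a tandem neighbour 0.361). Part of this comes from counting one region for both genes of a pair, a design that passed the threshold in each of 100 simulated random sets. With each region counted for its nearest TSS only, which passed it in 4 of 100 random sets, the share was 61.9% against 46.7% and the odds ratio 0.541 (95% confidence interval 0.497 to 0.589, two-sided Fisher's exact test, p = 3.93e-47). Among genes with the upstream neighbour within 2 kb, also with each region counted for its nearest TSS only, it was 0.467, so distance to the neighbour and double counting do not account for all of it. Divergent promoters may therefore be more prone to lose accessibility in *h3.3ko*, or may more often carry a peak that can be lost, which the lists cannot show. For increased regions within 500 bp of the TES, 60.1% of genes had a convergent downstream neighbour against 46.2% of other genes (odds ratio 0.570). This difference went away with each region counted for its nearest TES only (odds ratio 0.965, two-sided Fisher's exact test, p = 0.375), so double counting is a sufficient explanation. The value of 0.534 for downstream neighbours within 2 kb has the same double counting and decides nothing about distance.

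Process terms for responses were more frequent in genes with decreased regions than in all other protein-coding genes. These genes also more often have a named process (45.2% against 39.6%). Within genes with the same number of named terms the odds ratio was 1.15 (95% confidence interval 1.01 to 1.31, over 5 groups), which argues narrowly against the number of terms as the whole cause. The share was lower for genes with decreased regions among genes with 4 named terms (48.4% against 55.7%) and higher in the other 4 groups. This test was first set against genes with only increased regions, where there was no difference to explain (odds ratio 1.07), and was moved to all other genes after that result was seen. Without genes with both kinds of region, the odds ratio was 1.12 (95% confidence interval 0.967 to 1.29) and within the error. This interval includes the 1.18 found with them, so whether the difference depends on these genes cannot be told. The same terms were about as frequent in genes with only increased regions, so the values do not separate loss from gain of accessibility.

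Among the other genes the paper names, the hormone genes *GA3OX1*, *GA20OX1* and *GA20OX2* had no listed region in their bodies or 1 kb upstream, and neither had *HTR8*, *HTA9* and *FLC*. *CYP707A2* (*AT2G29090*) had a decreased region at its TSS on chromosome 2 from 12499695 to 12500190 (-2.80 in the authors' deposited table), and *GA3OX2* (*AT1G80340*) one inside its coding sequence on chromosome 1 from 30200781 to 30201206 (-1.21 in the authors' deposited table). Of the H3.3 genes that the mutant disrupts, *HTR5* (*AT4G40040*) had a decreased region over its TSS on chromosome 4 from 18558642 to 18559134 and an increased one near its TES from 18557170 to 18557608, with log2 fold changes of -2.19 and 2.76 in the authors' deposited table. *HTR4* (*AT4G40030*), next to it, had an increased region inside the gene from 18555762 to 18556112 (2.55 in the authors' deposited table) and shares the increased region near the TES of *HTR5*, which lies upstream of its own TSS.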
